# Hypothalamic transcriptomes of 99 mouse strains reveal trans eQTL hotspots, splicing QTLs and novel non-coding genes

**DOI:** 10.7554/eLife.15614

**Published:** 2016-09-13

**Authors:** Yehudit Hasin-Brumshtein, Arshad H Khan, Farhad Hormozdiari, Calvin Pan, Brian W Parks, Vladislav A Petyuk, Paul D Piehowski, Anneke Brümmer, Matteo Pellegrini, Xinshu Xiao, Eleazar Eskin, Richard D Smith, Aldons J Lusis, Desmond J Smith

**Keywords:** RNA-Seq, trans-eQTL, hypothalamus, high fat diet, obesity, eQTL, Mouse

## Abstract

Previous studies had shown that the integration of genome wide expression profiles, in metabolic tissues, with genetic and phenotypic variance, provided valuable insight into the underlying molecular mechanisms. We used RNA-Seq to characterize hypothalamic transcriptome in 99 inbred strains of mice from the Hybrid Mouse Diversity Panel (HMDP), a reference resource population for cardiovascular and metabolic traits. We report numerous novel transcripts supported by proteomic analyses, as well as novel non coding RNAs. High resolution genetic mapping of transcript levels in HMDP, reveals both *local* and *trans* expression Quantitative Trait Loci (eQTLs) demonstrating 2 *trans* eQTL 'hotspots' associated with expression of hundreds of genes. We also report thousands of alternative splicing events regulated by genetic variants. Finally, comparison with about 150 metabolic and cardiovascular traits revealed many highly significant associations. Our data provide a rich resource for understanding the many physiologic functions mediated by the hypothalamus and their genetic regulation.

**DOI:** http://dx.doi.org/10.7554/eLife.15614.001

## eLife digest

Metabolism is a term that describes all the chemical reactions that are involved in keeping a living organism alive. Diseases related to metabolism – such as obesity, heart disease and diabetes – are a major health problem in the Western world. The causes of these diseases are complex and include both environmental factors, such as diet and exercise, and genetics. Indeed, many genetic variants that contribute to obesity have been uncovered in both humans and mice. However, it is only dimly understood how these genetic variants affect the underlying networks of interacting genes that cause metabolic disorders.

Measuring gene activity or expression, and tracing how genetic instructions are carried from DNA into RNA and proteins, can reliably identify groups of genes that correlate with metabolic traits in specific organs. This strategy was successfully used in previous studies to reveal new information about abnormalities linked to obesity in specific tissues such as the liver and fat tissues. It was also shown that this approach might suggest new molecules that could be targeted to treat metabolic disorders.

A brain region called the hypothalamus is key to the control of metabolism, including feeding behavior and obesity. Hasin-Brumshtein et al. set out to explore gene expression in the hypothalamus of 99 different strains of mice, in the hope that the data will help identify new connections between gene expression and metabolism.

This approach showed that thousands of new and known genes are expressed in the mouse hypothalamus, some of which coded for proteins, and some of which did not. Hasin-Brumshtein et al. uncovered two genetic variants that controlled the expression of hundreds of other genes. Further analysis then revealed thousands of genetic variants that regulated the expression of, and type of RNA (so-called "spliceforms") produced from neighboring genes. Also, the expression of many individual genes showed significant similarities with about 150 metabolic measurements that had been evaluated previously in the mice.

This new dataset is a unique resource that can be coupled with different approaches to test existing ideas and develop new ones about the role of particular genes or genetic mechanisms in obesity. Future studies will likely focus on new genes that show strong associations with attributes that are relevant to metabolic disorders, such as insulin levels, weight and fat mass.

**DOI:** http://dx.doi.org/10.7554/eLife.15614.002

## Introduction

The regulation of body weight and appetite are complex processes, in which hypothalamic nuclei play a pivotal role. Genome wide association studies have shown that DNA sequence variants significantly contribute to variation in metabolic traits both in humans and mice. However, in most cases the connection between genetic variant and final phenotype remains unknown (Suhre et al., 2011; Teslovich et al., 2010; Lappalainen et al., 2013). In an effort to better understand how genetic variation results in phenotypic differences, many projects in the last decade have focused on genome wide characterization of sequence variants regulating gene expression in different tissues and organisms (Lappalainen et al., 2013; Majewski and Pastinen, 2011; Grundberg et al., 2011, , 2012). These studies showed that up to 80% of genetic variants associated with complex traits likely act through the regulation of gene expression rather than changing protein sequence and function. Such genes, termed expression quantitative trait loci (eQTLs), offer useful insights into the mechanistic links between genotype and phenotype, providing the eQTLs are characterized with sufficient power and resolution in phenotypically relevant tissues and states (Pickrell et al., 2010; Min et al., 2012; Gaulton et al., 2015).

Mouse is the primary model organism for many cardiovascular traits, including atherosclerosis, metabolic syndrome, obesity, the neural control of metabolism, and diabetes (Lusis, 2000; Billon et al., 2010; Allayee et al., 2003). Dozens of loci contribute genetically to metabolic traits have been identified in mouse models (Parks et al., 2013; Lusis, 2012). Indeed, we and others have extensively characterized eQTLs in metabolically relevant tissues of mice, suggesting potential new genes related to obesity (van Nas et al., 2010; Keane et al., 2011; Huang et al., 2009; Aylor et al., 2011). Integration of transcriptomic data from liver and adipose with genetic mapping and phenotypes led to mechanistic insights into the complexity of metabolic phenotypes. Yet, hypothalamus, which is not a readily accessible tissue, lacks such high resolution expression data. In fact, only one previous study examined eQTLs in mouse hypothalamus, using mice from 39 inbred strains fed chow diet, using microarray data and 5000 SNPs (McClurg et al., 2007). The lack of extensive transcriptome data, which allows mapping of eQTLs and the linking of traits and transcripts, is a major impediment in integrating the hypothalamus with a systems biology of metabolism. In this study, we used RNA-Seq to characterize the hypothalamic transcriptome in 99 inbred strains of mice from the Hybrid Mouse Diversity Panel (HMDP, [Bennett et al., 2010; Ghazalpour et al., 2012]) fed a high fat, high sugar diet (Parks et al., 2013). The advantage of the HMDP is that these strains have all been densely genotyped and carefully phenotyped for about 150 metabolic traits, allowing high resolution genetic mapping of QTLs and eQTLs. We identified thousands of novel isoforms and hundreds of new genes that were not previously annotated, and that may represent variants or transcripts specific to the hypothalamus. The HMDP also allowed us to map QTLs with high resolution and power, identifying both *local* and *trans* acting variants. The RNA sequencing data permitted examination of a much broader spectrum of transcriptional features and facilitated analysis not only at the gene level, but also of genetic variants affecting specific isoforms, coding sequences or transcription start sites.

## Results

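RNA from the whole hypothalamus of male mice on a high fat diet was sequenced as unstranded, paired-end mRNA libraries, 1 library per mouse. The deposited tables hold 282 mice of the Hybrid Mouse Diversity Panel (HMDP), a collection of classical inbred strains and sets of recombinant inbred strains. The strain is known for 281 of these mice, which come from 18 AXB/BXA, 43 BXD, 6 BXH, 7 CXB and 25 classical inbred strains. The authors aligned the reads to mm10 with STAR 2.3.1, assembled transcripts with Cufflinks 2.2.0, merged them with the GENCODE M2 annotation, and quantified each mouse with Cuffquant and Cuffnorm 2.2.1. The deposited values are therefore FPKM, fragments scaled to transcript length and sequencing depth, which Cuffnorm has also scaled between libraries, and no read counts were used here. Values were summarised in FPKM and tested as log2(FPKM + 1). Differences between strains were tested for each feature with limma's moderated F test over all strains in 1 fit, and p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The size of the strain effect is given as the strain share of variance, the intraclass correlation from the mean squares between and within strains. It is 0 where mice of 1 strain are no more alike than mice of different strains, and 1 where they do not differ at all, and its estimate can fall below 0. Genotypes were not used here, so a difference between strains is not assigned to a locus. Gene positions are the span in mm10 of the transcripts assembled at each locus. Because the assembly joins overlapping neighbours, 639 of the 12524 gene loci with a deposited transcript carry at least 2 gene names, and the FPKM of such a locus is the sum over its genes. A gene's FPKM can also exceed that of its deposited transcripts, because transcripts below the authors' filter were left out of the deposited assembly.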

In this study, we explored the transcriptional landscape of mouse hypothalamus using RNAseq from 282 mice, representing 99 inbred and recombinant inbred strains from the HMDP. We first focused on quantifying gene expression in a transcript specific manner, the discovery of novel expressed regions and isoforms, and the contribution of genetic factors to expression variance. We also sought qualitative support for translation of new isoforms and genes. We then examined and quantified RNA modifications, such as alternative splicing events and editing in our data and used the data to map genetic variants affecting these events. Finally, we used the extensive phenotyping available for the HMDP, to look for associations between the expression of genes and transcripts, and physiologic phenotypes. All of the expression data and transcriptome assembly are publicly available from the Gene Expression Omnibus database, accession number GSE79551.

### Hypothalamic gene expression and proteomic data reveal multiple new isoforms and novel genes

Similar to other large-scale RNAseq studies (Mutz et al., 2013) we identified thousands of novel transcripts, with the vast majority of them only expressed at low levels in a small subset of samples (Table 1). Nevertheless, in the robust set of transcripts that are expressed at appreciable levels (FPKM >1 in 50+ samples and FPKM>0 in 100+ samples), we still identified 21,234 novel isoforms and 485 transcripts originating from 407 novel expressed genes (Supplementary file 1). 

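The deposited expression table holds 51024 transcripts, 32537 transcription start sites, 18687 coding sequences and 14079 genes. By the Cufflinks class of each transcript, 29305 transcripts were known, 21234 were isoforms of annotated genes that GENCODE M2 does not hold (called unannotated isoforms) and 485 came from the 407 loci outside its genes (unannotated genes). Of the known transcripts, 20721 had a coding sequence in the assembly and 8584 had none. The number of unannotated transcripts depended strongly on how many mice had to express them. At FPKM above 0 in all 282 mice, 13143 transcripts were left, of which 2407 were unannotated isoforms and 97 came from unannotated genes. At FPKM above 5 in at least 50 mice, 3917 unannotated isoforms and 87 transcripts of unannotated genes were left.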

Interestingly, the number of novel isoforms in our study is comparable to the number of previously annotated transcripts passing the same filtering criteria (n = 29,305, Table 1).

**Table 1.** Transcriptome assembly and filtering. **DOI:** http://dx.doi.org/10.7554/eLife.15614.003

	None	Filter #1*	Filter #2^†^	NR^‡^
Loci (genes)	40472	37591	14079	14079
Transcripts	383420	357066	51024	50347
known (=) coding	99658		20721	
known (=) non coding			8584	
novel isoform (j)	259570		21234	
novel locus (u)	11753		485	
other status	12439			
TSS	100073	94417	32537	20013
CDS	46242	46242	18687	7643
Total features	570207	535316	116327	92082

*Filter #1: Expression values of <1e–6 were rounded to zero, and *novel* transcripts with all zero values were removed both from expression table and from merged file. Also, all transcripts with class code not "=", "j" or "u" were removed.

^†^Filter #2: Implementation of detection and expression thresholds (detected in more than 100 samples and expressed (fpkm>1) in more than 50) on each feature separately.

^‡^Filter_NR: Non redundant features count (those that do not have 1_2_1 correlation to a gene).

There are several possible interpretations to as why the 407 genes could be missing from the genomic annotation. First, the 407 novel genes expressed in our data potentially constitute transcripts that are unique to the hypothalamus. Second, the GENCODE M2 annotation used in this study was the most recent available when we started to analyze the data. Since then, however, the annotation has been augmented based on more recently published datasets and improved prediction pipelines. Thus, while the 407 genes are novel relative to the M2 version, they may have been added later. To explore that possibility, we compared our assembly to the latest version of annotation released by GENCODE – M10 (released January 2016, http://www.gencodegenes.org/) and find that 193 out of 407 loci are still novel. 

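The comparison was made here with GENCODE M21, a release on GRCm38, which has the coordinates of mm10. An exon of 254 of the 407 unannotated genes overlapped an exon of an M21 gene, and 153 unannotated genes overlapped none. Restricted to M21 genes on a compatible strand, with single-exon loci of unknown strand counted as compatible, 202 unannotated genes overlapped an exon. The overlapped M21 gene was a pseudogene for 170 unannotated genes, a protein-coding gene for 45, counting a locus that met several types as protein-coding first and pseudogene second, and another non-coding gene for 39. Mean FPKM over mice was also compared with the paper's supplementary list. All 485 unannotated-gene transcripts of that list were in the assembly, and the means of 482 differed from the listed ones by less than 0.001, with a largest difference of 0.00313.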

Some of the genes may also represent genomic DNA contamination. However, we consider this possibility less likely since we used stringent filtering criteria based on the number of samples that the genes were expressed in.

In terms of genomic properties, such as putative open reading frame length, transcript length or splicing complexity, the novel genes seem to resemble known non-coding genes, suggesting that the majority of the novel genes likely belong to this class. On the other hand, the properties of novel isoforms are consistent with known coding transcripts (Figure 1). 

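Transcripts of unannotated genes had a median length of 914 nt (quartiles 464 and 2297, n = 485 transcripts), which was 169 nt above the median of known non-coding transcripts (quartiles 554 and 1260, n = 8584). This difference was larger than permutation of the class labels gave (2-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give, adjusted p = 1.1e-05 over 9 tests). It did not hold when each gene was represented by its most highly expressed transcript alone, where unannotated-gene transcripts were shorter by a median difference of -113 nt (permutation test, adjusted p = 0.0741). That setting also changes the known non-coding class, leaving 957 of its transcripts with a median of 919 nt. The full class lies in 4293 genes, of which only 626 have no known coding transcript. Known coding transcripts had a median length of 2553 nt (n = 20721), and unannotated-gene transcripts differed from them by -1639 nt. Splicing was measured as the number of exons per transcript. Unannotated-gene transcripts had 1.73 ± 1.13 exons (mean ± SD), and 57.9% consisted of a single exon. Known non-coding transcripts had 4.49 ± 3.75 exons and 1.57% were of a single exon, while known coding transcripts had 10.5 ± 8.88 exons and 2.01% were of a single exon. The differences in median of -2 exons against known non-coding and -7 against known coding transcripts both reached the smallest permutation p. The median over transcripts of the mean FPKM was 1.09 for unannotated genes and 1.32 for known non-coding transcripts, a difference of -0.235 (permutation p = 0.00044). Transcripts of 1 gene are not independent of each other, and these tests describe the transcripts of the assembly. Open reading frames were not analysed here, since the genome sequence was not used.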

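Unannotated isoforms, which the assembly places in 6716 annotated genes, had a median length of 3983 nt (quartiles 2412 and 6327) and a median of 11 exons. Their 13.6 ± 10.5 exons per transcript (mean ± SD, n = 21234) compare with 10.5 ± 8.88 in known coding transcripts. Their median length was above the 2553 nt of known coding transcripts and their median number of exons was higher by 3, both at the smallest p that the permutation test could give (1e-05). Unannotated isoforms had a median of mean FPKM of 1.15, which was below that of known coding transcripts by a difference of -1.92 FPKM from their median of 3.08, again at the smallest permutation p. With 1 transcript per gene, the length difference was 809 nt and the exon difference of 1 exon was no longer past the threshold (permutation test, adjusted p = 0.123).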

To explore the translational potential of newly identified isoforms and genes, we compared our RNA-Seq data to proteomic data generated from additional hypothalamus samples from the HMDP. Specifically, we translated all known and newly identified transcripts in 6 potential open reading frames, and compared this dataset to the hypothalamic peptide sequences. As expected, >95% of the identified peptides (Supplementary file 1) matched at least one known transcript with the vast majority of these (>99%) corresponding to known protein coding transcripts, suggesting high accuracy of the peptide data. In addition, 430 peptides matched either novel isoforms (n = 401), or novel genes (n = 29) exclusively (Table 2). Since the genomic properties of the novel genes hint that the majority of them are likely non coding, we do not find their low representation in peptide data surprising. Moreover, manual in-depth characterization of the 29 peptides matching novel genes, with UCSC and NCBI database revealed that almost all of them represent processed pseudogenes, rather than proteins with novel functions. This finding both supports the previously published reports of wide spread transcription of pseudogenes, and their translation (Kim et al., 2014; Tay et al., 2015), while strengthening the suggestion that the majority of novel genes identified in this work are not protein coding.

**Figure 1.**
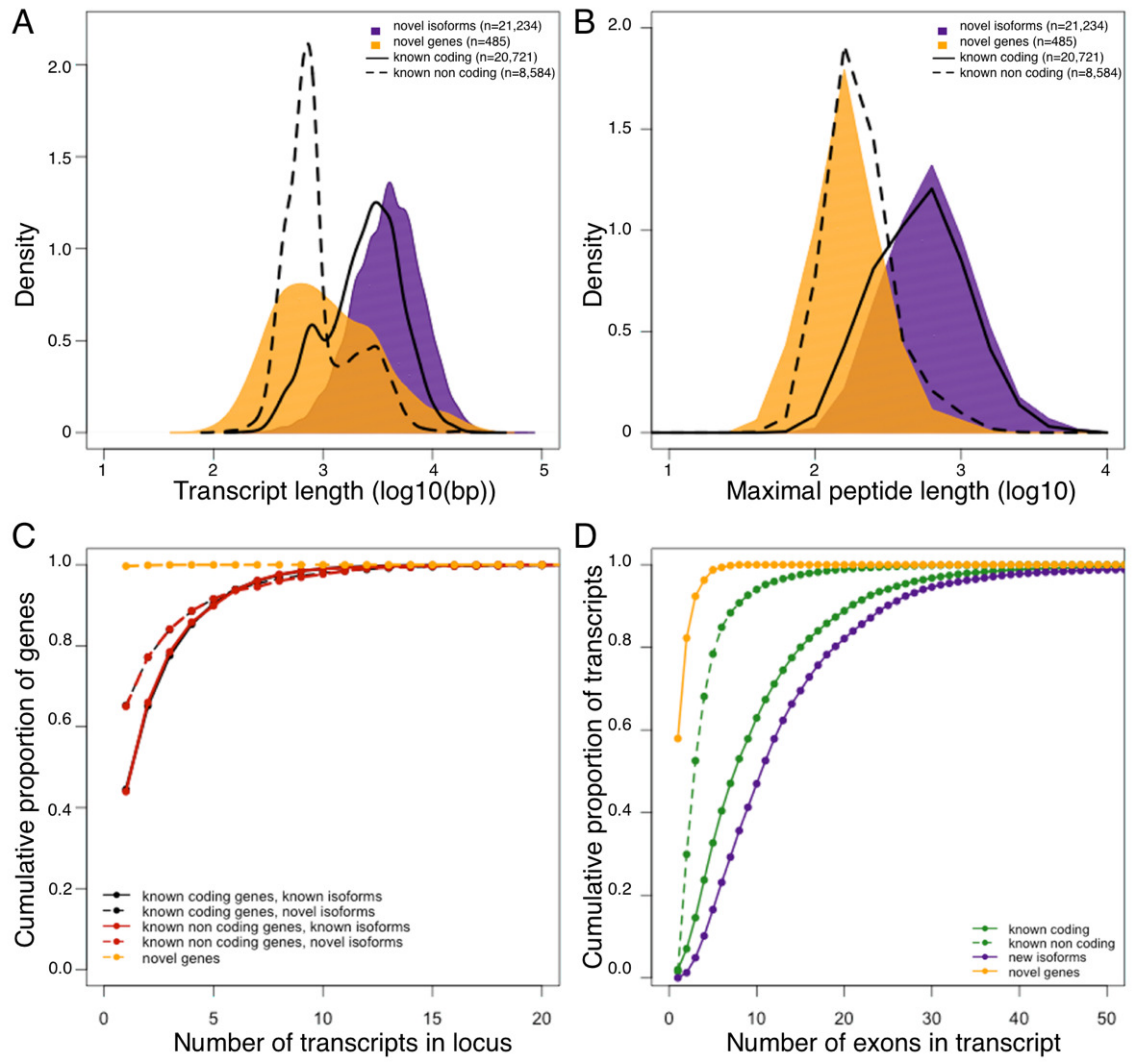
Genomic properties of novel genes are similar to known non coding genes. Novel genes and isoforms are defined by Cufflinks class code 'u' and 'j' respectively. Distributions of transcript length (**A**), and maximal hypothetical peptide length (**B**) of novel genes (yellow), new isoforms (purple), known non coding transcripts (dashed line) and known coding transcripts (solid line). Transcriptional complexity (number of transcripts per locus, (**C**) and splicing complexity (number of exons per transcript, (**D**) of novel genes, novel isoforms, known coding and know non coding transcripts. **DOI:** http://dx.doi.org/10.7554/eLife.15614.004

**Table 2.** Summary of peptide support for transcripts. **DOI:** http://dx.doi.org/10.7554/eLife.15614.005

Peptide matching*	All	Uniquely mapped
Known transcripts	9913	1016
Protein_coding	9839	1002
ncRNAs	74	14
Novel isoforms	401	94
Novel genes	29	24
Total number	10343	1134

*Peptides are counted towards supporting novel isoforms only if they do not match any known transcript, and towards supporting novel genes if they do not match either known or novel isoform transcripts. All peptides matching known transcripts were also assigned the most likely transcript. Non coding status was assigned only to peptides that do not match any coding transcripts (for full details please see Materials and methods).

We further examined whether multi-mapping reads are a substantial contributor to the measured expression of the novel identified genes. For that purpose, we re-quantified 3 samples from C57BL/6J strain, using uniquely mapping reads only (mapping quality = 255), and compared the quantification of the novel genes between the two approaches. Not surprisingly, the proportion of uniquely mapped reads contributing to the expression of the genes matched very well between the 3 samples, suggesting that it is an intrinsic gene property and not unique to the individual samples. Importantly, while the low uniqueness of mapping reads may indicate false results, we also noted that among the 29 peptides matching to the novel genes exclusively and uniquely, 18 match genes that do not pass our threshold. In fact, many of gene families share sequence motifs and are homologues, and as such some of the reads would be multi-mapping between them. Thus we chose not to remove these genes from the annotation.

### Genetic regulation of gene expression

We examined expression QTLs in terms of type of the affected features and identified SNPs affecting expression of all transcripts at a locus (eQTL), specific transcript isoforms (isoQTLs), transcription start sites (tssQTLs) or open reading frame (cdsQTLs) (Hasin-Brumshtein et al., 2016). Since the linkage disequilibrium (LD) is extensive in the mouse genome, we distinguish between three types of QTLs: *local* (within 2 Mb of the gene), *distant* (on the same chromosome as the gene, distance >2 Mb) and *trans* (SNP and gene reside on different chromosomes). The number of identified interactions, and genes affected by such regulation depends on the statistical cutoff of p-value for the interaction one chooses. We examined a set of thresholds ranging from very liberal to stringent. The liberal threshold was previously established by permutation from microarray expression data in the HMDP, i.e. p<1.4E–3 for *local* variants and p<6E–6 for *distant* and *trans*. The most stringent threshold used a Bonferroni corrected threshold (i.e 0.01 divided by the number of tests, p<1E-12). As expected, different thresholds resulted in different numbers of QTLs, with *local* and *distant* QTLs being more robust to threshold stringency than *trans* QTLs. However, 85–95% of the genes regulated by *distant* variants, were also regulated by *local* variants, suggesting that most of the *distant* QTLs reflect *local* signals emulated at a distance as a result of wide-ranging LD, rather than independent regulatory elements. In contrast, 70% of the *trans* interactions involved genes lacking *local* signal over the entire set of thresholds. Since *distant* regulation was mostly redundant to *local*, and it would be very difficult to determine whether that signal is a result of independent regulation versus extended LD, we chose to focus our analysis on *trans* and *local* interactions only, defining *trans* as trans-chromosomal interactions. If we look at regulation types over a wide range of thresholds, the *local* signal predominates at the more stringent thresholds reflecting the larger typical effect size in this group (Figure 2A). We identified *local* and *trans* QTLs for all expressed feature types, with the most common being eQTLs and isoQTLs (Figure 2B). Notably, while we used kinship matrix specific for our strains, still several genes in our dataset show extensive *trans* regulation (horizontal lines in Figure 2B) suggesting a residual influence of population structure on our mapping results. We also note that regulation of gene expression often occurs at the gene level, than at transcript specific levels (Figure 2C).

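At the gene level, 10617 of 14079 genes (75.4%) differed between strains in limma's F test. A smaller share of features did so below the gene level, with 23889 of 51024 transcripts (46.8%), 16423 of 32537 transcription start sites (50.5%) and 9863 of 18687 coding sequences (52.8%) past the same threshold. The median strain share of variance was 0.222 for genes (bootstrap SD 0.0281 over 30 resamplings of strains), 0.116 for transcripts (0.0117), 0.126 for transcription start sites (0.0149) and 0.133 for coding sequences (0.0178). When mice were assigned to strains at random, the largest count in 99 draws was 3900 genes, 3451 transcripts, 4700 transcription start sites and 3309 coding sequences. The median over draws was 1, 1, 1 and 0, in the same order. The alternative that raised the gene count most was to take the number of mapped reads and the percentage of uniquely mapped reads as covariates, which gave 11744 genes (83.4%). Leaving out replicate 1, 2 or 3 in the strains that have it lowered the counts most, to 6646 genes at the lowest. One library, from mouse OB-547 of strain BXD-12/TyJ, had a gene FPKM sum of 792801 against a median of 337467 over all mice, and without it 11444 genes were past the threshold. The 10 genes with the largest strain share were XLOC_024435, XLOC_004091, XLOC_007675, XLOC_023204, XLOC_020972, XLOC_000433, Gm7292, XLOC_027154, XLOC_011031 and Gm10260, with shares between 0.977 and 0.987.

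**Figure D1:**
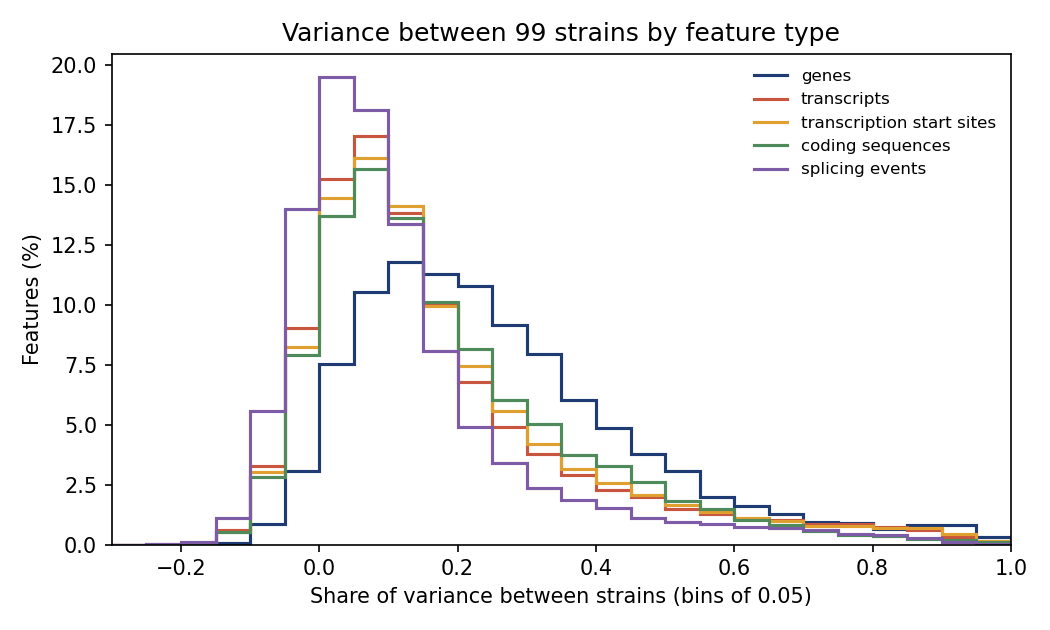
Distribution of the strain share of variance (horizontal axis, bins of 0.05) as the percentage of features in each bin (vertical axis), with 1 line each for genes, transcripts, transcription start sites, coding sequences and splicing events. Genes lie farthest to the right, with a median of 0.222 against 0.116 for transcripts.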

**Figure 2.**
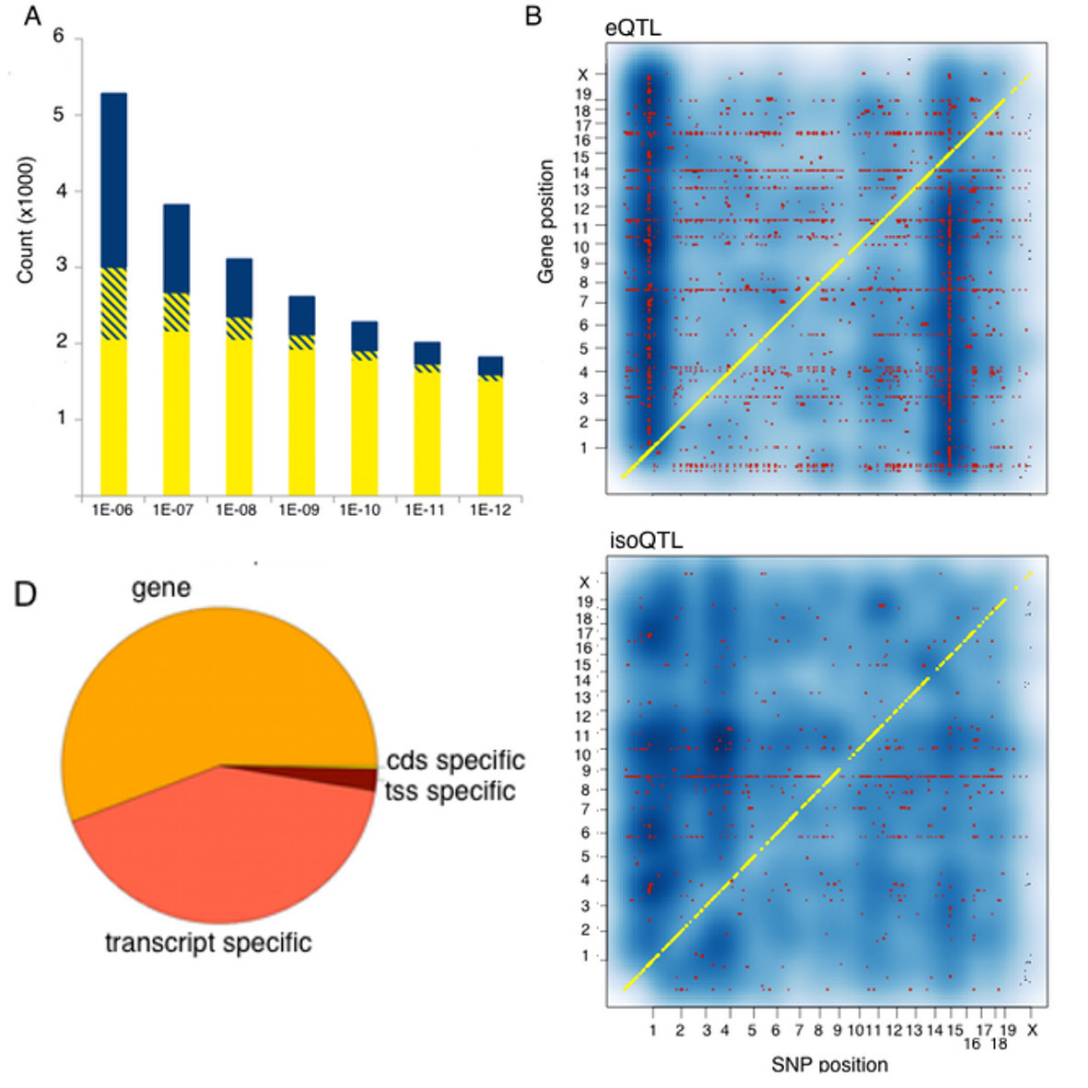
Genetic regulation of expression in the mouse hypothalamus. (**A**) Number of genes affected by t*rans* (blue), *local* (yellow) or both (striped) variants as a function of statistical threshold. (**B**) Gene level expression quantitative trait loci (eQTL, top) but not transcript specific (isoQTL, bottom) show *trans* eQTL hotspots. Density shows the number of interactions at lower statistical thresholds (1e–6), red shows interactions passing 1E-12 threshold. Yellow indicates cis acting variants. (**C**). Genetic regulation occurs on every level, but gene level regulation is more prevalent than transcript specific cases. Supplementary figure shows correlations between allele expression in F1 and local eQTLs identified in HMDP hypothalamus. **DOI:** http://dx.doi.org/10.7554/eLife.15614.006

**Figure 2—figure supplement 1.**
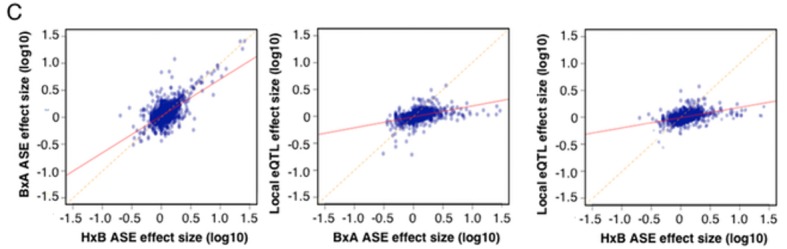
Allele specific expression in whole brain correlation to local eQTL. **DOI:** http://dx.doi.org/10.7554/eLife.15614.007

Classical genome-wide eQTL studies used association analysis of total gene expression levels to map *local* eQTL, assuming that variation linked to proximal genetic variant indicates *cis* regulation. Recently, several studies have exploited the single base resolution of RNA-Seq to examine this assumption. RNA-Seq permits the identification allele expression (ASE), a hallmark of functional *cis* acting regulation, in heterozygotes, such as humans or in mouse F1s. Notably, these studies generally show poor concordance between ASE ratios and previously identified *local* eQTLs, which had been attributed mostly to different technical aspects of RNAseq and ASE analysis (Hasin-Brumshtein et al., 2014; Lappalainen et al., 2013; Grundberg et al., 2012). To examine the concordance between *local* eQTLs obtained from ASE and genome-wide association, we performed RNA-Seq on brain tissue from 20 mice representing two F1 crosses between three of the classical inbred strains used to construct the HMDP. The parental strains were C57Bl/6 (B), A/J (A) and C3H (H), and the F1 offspring were BxA and HxB. We compared the effect size of ~2600 *local* eQTLs, to the average ASE effect in both crosses. While *local* eQTLs were significantly positively correlated with ASE (p<2E-16) correlation estimates were modest (R^2 ^= 0.2), and lower than between the ASEs in the two sets of F1 mice (R^2 ^= 0.4, Figure 2—figure supplement 1).

### RNA-Seq shows extensive alternative splicing in the hypothalamus, with complex regulation pattern

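Events were generated here from the 51024 deposited transcripts by the definitions that SUPPA uses, grouping transcripts by gene and requiring exact exon boundaries. This gave 25940 alternative splicing events in 6803 genes. Skipping of an exon (SE) accounted for 5057 events, retention of an intron (RI) for 3773, an alternative 3' splice site (A3) for 3578, an alternative 5' splice site (A5) for 2852, an alternative last exon (AL) for 819 and mutually exclusive exons (MX) for 1.22% of all events. When events were generated only from transcripts with a mean FPKM of at least 1, there were 15344 events in 5083 genes.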

Using a previously established pipeline for analysis of alternative splicing events, SUPPA (see Materials and methods), we identified 7564 alternative splicing events affecting 3599 genes (Table 3). 

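With 9544 events, alternative first exons (AF) made up 36.8% of all events and were the most frequent type, followed by skipped exons with 19.5%. They lay in 2879 genes, of which 1164 (40.4%) had a single AF event. The largest number of AF events in a gene was 72. Among transcripts with a mean FPKM of at least 1, AF events were 5354 of all events, or 34.9%. From known transcripts alone, a set chosen after the other counts had been seen, AF events made up 27.4% and SE events 28.2%, so that the order of these types was reversed.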

An alternative first exon was most common, accounting for the majority of alternative splicing events with several genes exhibiting multiple alternative first exons (Figure 3A). 

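A single event per gene was found in 62.4% of the 3018 genes with a skipped exon, in 57.1% of the 1913 genes with a retained intron, and in 72.4% of the 2406 genes with an A3 event. The same held for 76.8% of 2052 genes with an A5 event, 55.7% of 442 genes with an AL event and 84.8% of 263 genes with an MX event. Events of at least 2 types were present in 3629 genes, and 2415 genes had 1 event in all.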

For other types of events, each most often affected one gene, with some of the genes exhibiting a combination of alternative splicing events. The extent of alternative splicing in each sample was quantified as a percent spliced in (PSI) of every event (Figure 3B). This quantification can be regarded as a quantitative trait; however, the distribution of PSI for every type of event suggests an excess of 0 or 1 values (never or always spliced in, respectively Figure 3E). This observation is consistent with alternative splicing being often bimodal rather than a normally distributed continuous measure (e.g. present or absent splice site), however, it also shows that quantitative regulation plays a significant role in ratio of isoforms that arise from the inclusion or exclusion of a splicing event.

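PSI was computed for each event and mouse as the summed FPKM of the transcripts with the included form over the summed FPKM of all transcripts of the event, and was left undefined where that sum was 0. Of 7246524 PSI values, 13.6% ± 4.08 (SD over 282 mice) were exactly 0 or 1, with 6.46% at 0 and 7.17% at 1. By type, the percentage at 0 or 1 was 9.28% for RI, 11.2% for SE, 11.5% for A3, 12.7% for A5, 15.0% for MX, 17.3% for AF and 18.1% for AL events. Counting values up to 0.05 and from 0.95 as well raised the percentage over all types to 31.3%. FPKM carry no read counts, so the number of reads behind a PSI of 0 or 1 is not known from these values. Where the summed FPKM of the event was at least 1, 11.5% of values were 0 or 1.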

**Figure 3.**
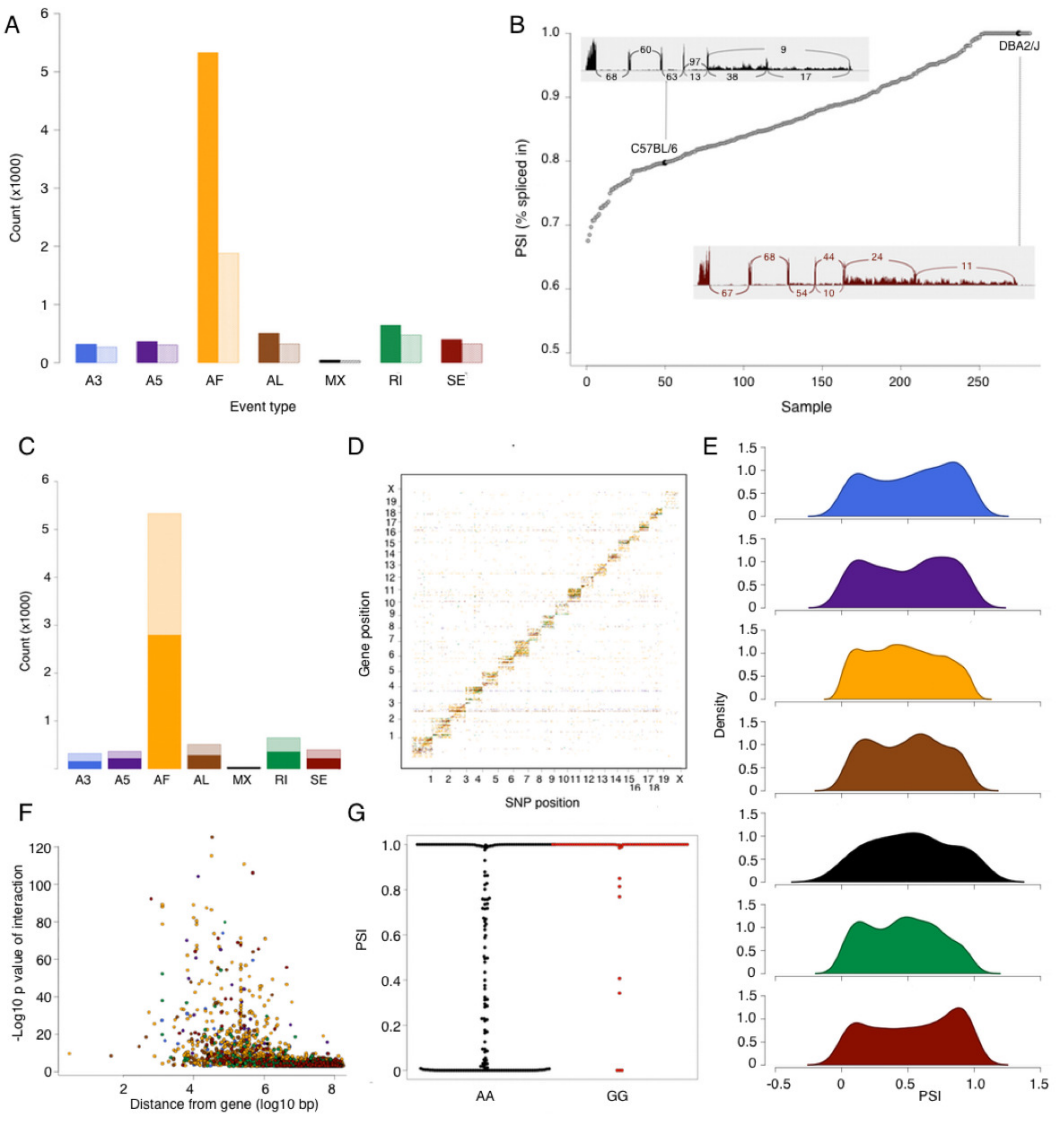
Alternative splicing in the mouse hypothalamus. Alternative splicing events were classified (see Materials and methods) into 7 types: alternative 3’ splice (A3, blue), alternative 5’ splice (A5, purple), alternative first exon (AF, orange), alternative last exon (AL, brown), mutually exclusive exons (MX, black), retained intron (RI, green), and skipped exon (SE, dark red). All events were quantified in each sample for percent spliced in (PSI). (**A**) Number of alternative splicing events of each type (solid color), and number of genes affected by these events (light color). (**B**) Example of partial exon skipping in *Colq* gene. DBA shows the complete inclusion of the exon (therefore PSI = 1), while in C57BL/6 there is partial exon skipping (PSI = 0.78). (**C**) Number of alternative splicing events with and without *local* QTL signal (solid and light color respectively). (**D**) Alternative splice QTLs are mapping to the same chromosome, for all types of events, indicating that most of genetic regulation is by *local* (and likely *cis* acting) variants. (**F**) Distance between most significant SNP for each event and gene start. The largest effect is typically within 1 Mb of the gene. (**G**) An example of mapping of mutually exclusive exon event in *Nnat* gene mapping to SNP rs32019082. (**E**) Distribution of all PSI values of each event type in all samples. **DOI:** http://dx.doi.org/10.7554/eLife.15614.008

**Table 3.** Alternative splicing events. **DOI:** http://dx.doi.org/10.7554/eLife.15614.009

	All events	Cis QTL events
Alternative 3' splice site (A3)	316 (266)	155 (134)
Alternative 5' splice site (A5)	365 (304)	220 (189)
Alternative first exon (AF)	5288 (1874)	2776 (1278)
Alternative last exon (AL)	507 (320)	283 (208)
Mutually exclusive exons (MX)	44 (36)	29 (27)
Retained Intron (RI)	645 (476)	356 (285)
Skipped exon (SE)	399 (323)	221 (189)
Total	7564 (3599)	4040 (2310)

Table 2: Number in parenthesis indicates number of distinct genes affected by the events.

Contrary to gene expression, all forms of alternative splicing were predominantly regulated by *local* variants (Figure 3C,D). This is not unexpected, since variation in alternative splicing is most likely to arise from particular sequence variants in the RNA itself. Across all examined categories of alternative splicing, 50–60% of the events were significantly associated with *local* variants, the strongest signal often residing within 1 Mb of the event (Figure 3F). 

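Over 25914 events with PSI defined in at least 200 mice and not constant, 7753 (29.9%) differed between strains in limma's F test at an adjusted p under 0.05. The median strain share of variance of PSI was 0.0758 (bootstrap SD 0.0066). Random assignment of mice to strains gave at most 1313 events, with a median of 3. The rank-based Kruskal-Wallis test put 7895 events past the threshold. This test covers any difference between strains, near or far from the event, and needs no genotype. The paper's percentage is over another set of events and counts association with local variants, so the 29.9% found here is not comparable with it.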

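Nnat, the gene of neuronatin, lies on chromosome 2 of mm10 from 157560078 to 157562522 and had a level of 301 ± 82.7 FPKM (SD, n = 282 mice). The deposited assembly gives 3 pairs of mutually exclusive exons for it, all with the first exon from 157560448 to 157560535 and the second from 157561213. Where the second exon ended at 157561239, mean PSI of the first exon was 0.248 ± 0.379 (SD, n = 282), 31.2% of the mice had a PSI of 0, and means of strains ran from 0 to 0.988. Where it ended at 157561288, mean PSI was 0.185 ± 0.213 (SD over the mice with a defined PSI), with 30.0% of mice at 0 and 3.25% at 1. Where it ended at 157561293, mean PSI was 0.00349 ± 0.00373. The median over mice of the summed FPKM of this last event was 237, against 13.0 for the first and 4.81 for the second. The events with the larger PSI values thus covered a small part of the level of Nnat. In each of the 3 events, 3 strains had a mean PSI of 0. No transcript of Colq is among the named transcripts of the assembly, so its exon was not analysed here.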

We observe that for many of the genetically regulated splicing events the data show an excess of 0 or 1 PSI values that correlate with the genetic variant (e.g Figure 3G), rather than a shift in a continuous quantitative distribution. This observation suggests that many of the genetically regulated events in alternative splicing sequence play a deterministic role.

### Trans eQTL hotspots

*Trans* eQTLs are not uniformly distributed across the genome, clustering into potential hotspots of genome wide regulation. Such hotspots have been observed in several datasets (Orozco et al., 2015; Orozco et al., 2012; Tian et al., 2015), and they are thought to represent cases where a *cis* acting variant affects a regulatory gene, e.g. transcription factor, subsequently affecting expression of multiple targets. To identify *trans* hotspots we divided the genome into bins of 100 kb, and counted the number of distinct genes which exhibit a *trans* interaction associated with any of the SNPs in the bin (Figure 4A). Importantly, the bins do not necessarily contain the same number of SNPs, and are an order of magnitude shorter than the typical LD blocks in the inbred mouse genome. Just counting the number of SNPs in a bin that are associated in *trans* would be confounded by SNP density. However, since LD essentially recapitulates the same interactions over and over again, counting the number of genes per bin, rather than the number of SNPs, is not significantly affected by LD.

**Figure 4.**
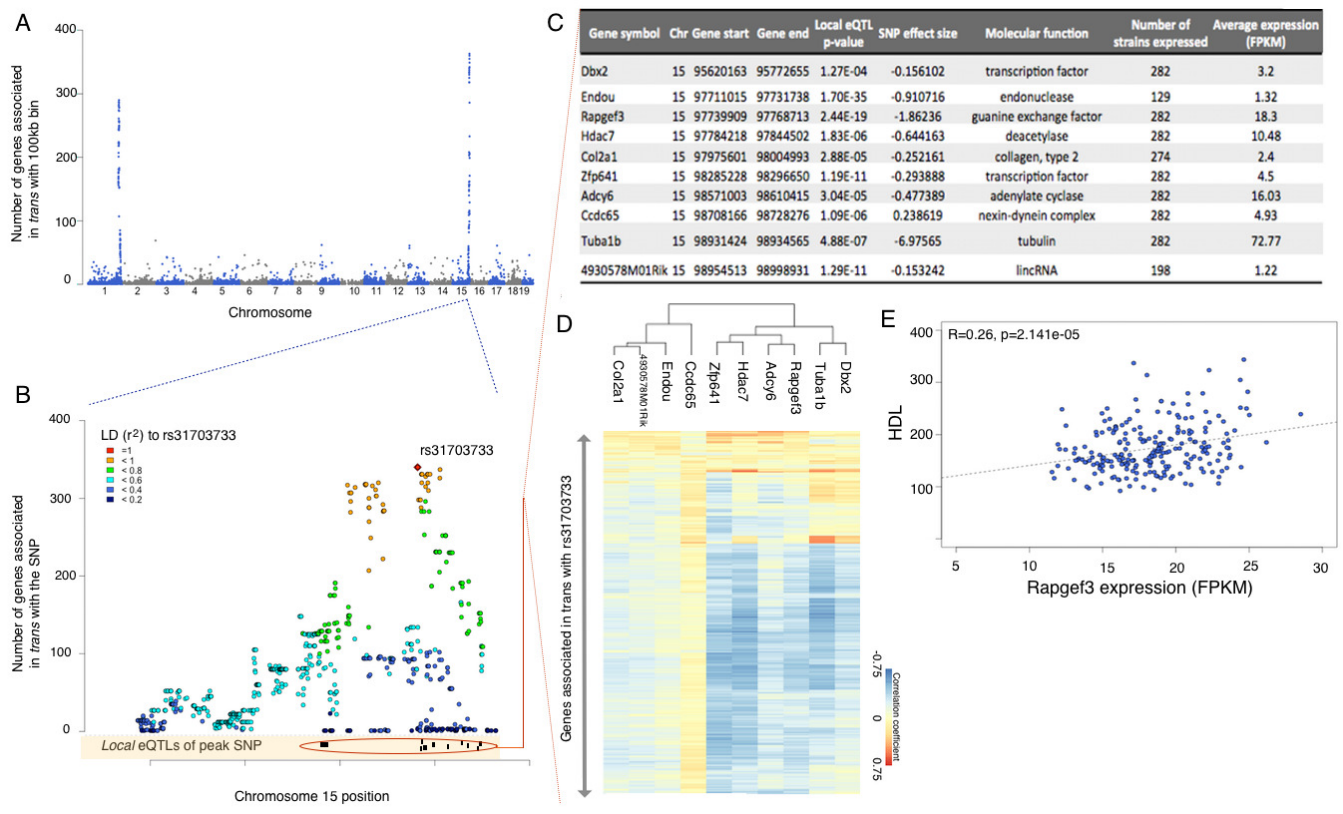
eQTL mapping suggests trans eQTL hotspots in the hypothalamus regulate expression of hundreds of genes. (**A**) Mouse genome was broken into 100 kb bins. The plot presents genome wide counts of genes which expression is associated with SNPs in that region, in *trans.* (**B**) Zoom of trans eQTL locus on chromosome 15. Peak SNP (associated with most genes in *trans*, rs31703733) is shown in red, color of other SNPs indicates r^2^ to rs31703733. Lower track shows the 10 genes which expression is associated with rs31703733 *locally*. **C**,**D**,**E** pertain to the 10 genes associated *locally* with rs31703733 and therefore potentially mediate the *trans* effects. (**C**) Summary table about each gene. (**D**) Heatmap showing correlation of expression between genes associated with rs31703733 locally, and genes associated with rs31703733 in *trans*. Color indicates Pearson correlation coefficient. (**E**) Example correlation between potential regulator (RApgef3) and trait (HDL levels). **DOI:** http://dx.doi.org/10.7554/eLife.15614.010

There are clearly two very strong *trans* acting hotspots on chromosome 1 and 15, which are observable for eQTLs, but not for isoQTLs, tssQTLs or cdsQTLs. Each of the two hotspots span 5–6 Mb and include >500 SNPs regulating >400 genes in *trans* (Figure 4B, Supplementary file 2). Functional enrichment analysis of gene targets of these hotspots suggests that the hotspot on chr1 regulates multiple genes involved in nucleotide binding, while genes regulated by chr15 locus are clearly associated with ion transport in synapse activity (Figure 4C, Supplementary file 2). Moreover, consistent with the hypothesis that *trans* regulation is mediated by local effects, the *trans* acting SNPs in these hotspots, are also associated with expression of several local genes (Figure 4B,C, Supplementary file 2).

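For the hotspot on chromosome 1, 13 of the 15 genes that the paper lists as local to its peak SNP were found by name. Between strains, 12 of the 13 differed in limma's F test, both over all genes and adjusted over the list alone. The list was chosen by the authors on these mice and is not independent evidence. The median strain share of variance over the list was 0.526. Copa had the largest share, 0.948 (adjusted p = 9.3e-94), with 57.8 ± 12.7 FPKM (SD, n = 282 mice), and lies from 172082204 to 172122515. Dcaf8 followed with 33.0 ± 3.70 FPKM and a share of 0.856, and Kcnj10 with 115 ± 22.2 FPKM and a share of 0.850. Dusp23 was the gene not past the threshold (adjusted p = 0.096). Aim2 and 4933439K11Rik were not among the named loci.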

To identify potential mediators of *trans* regulation, we examined the *trans* eQTL hotspot on chr15 in more detail. In this region a cluster of SNPs, which share high linkage disequilibrium, is associated with the expression of the majority of the genes mapping to this locus in *trans* (Figure 4B). 

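Of the 10 genes in Fig. 4C, 9 were found in the deposited table, and 4930578M01Rik was not among its names. All 9 differed between strains in limma's F test, over all genes and adjusted over the list alone, and the list was chosen by the authors on these mice. Dbx2, at 95623563 to 95655960 on chromosome 15 of mm10, had 3.23 ± 0.573 FPKM (SD, n = 282 mice) and a strain share of 0.367. Endou, from 97711019 to 97731405, had 1.33 ± 1.25 FPKM, with FPKM above 1 in 129 mice, and the largest share of the list, 0.782 (adjusted p = 1.6e-42). Rapgef3, from 97744770 to 97767972, had 18.3 ± 3.27 FPKM and a share of 0.549 (adjusted p = 1.1e-17). The shares of Zfp641 and Tuba1b were 0.559 and 0.478, at 4.49 ± 0.641 and 72.8 ± 22.0 FPKM, and without mouse OB-547 the SD of Tuba1b was 13.7. Col2a1 and Ccdc65 had shares of 0.373 and 0.251, and the lowest were those of Adcy6 with 0.203 and Hdac7 with 0.186 (adjusted p = 0.0027).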

We focused on the SNP with most *trans* associations (rs31703733), and found that while the hotspot itself contains dozens of genes, rs31703733 constitutes a *local* eQTL for only 10 of them (Figure 4B). Moreover, the expression levels of genes regulated in *trans* by the hotspot as well as 6 genes that were *local* eQTLs were closely correlated (Figure 4C), forming a coexpression module. 

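Correlations were computed over the means of 99 strains for all 36 pairs of the 9 genes, with Benjamini-Hochberg adjustment over those pairs. The 6 genes that Fig. 4D groups with the trans genes are Zfp641, Hdac7, Adcy6, Rapgef3, Tuba1b and Dbx2. They were chosen by the authors on these same mice, as genes local to 1 SNP and by that grouping. Correlation among them is thus partly built into the choice and is not independent evidence. Over their 15 pairs the median Pearson's r was 0.382 and the median Spearman's rho 0.353, and 14 pairs were positive and past the threshold by both. Pearson's r ran from -0.0910 to 0.608, and from -0.0525 to 0.582 without the 2 strains farthest from the median of the first gene. Hdac7 and Zfp641 had the highest r of these pairs, 0.608, with a rho of 0.539 (permutation p = 1e-05 for both, the smallest that the resamples can give). These permutations take strain means as independent, although strains of a recombinant inbred set are related, so their p values may be too small. Rapgef3 and Tuba1b had an r of 0.532 and a rho of 0.568. Dbx2 and Adcy6 were the exception, with an r of -0.0910 (permutation p = 0.372). Over the 21 pairs that involve Endou, Col2a1 or Ccdc65, r ran from -0.417 to 0.691, and 14 pairs were past the threshold, 9 of them positive. Endou was positively correlated with each of the 6 genes and past the threshold, with an r from 0.299 for Adcy6 to 0.691 for Rapgef3. Within the strain sets, the median r of the 15 pairs was 0.520 over 18 AXB/BXA strains, 0.429 over 43 BXD strains, 0.378 over 6 BXH strains, 0.506 over 7 CXB strains and 0.121 over 25 inbred strains. Deviations of mice from their strain mean were less correlated, with a median r of 0.199 and 10 pairs past the threshold, or 0.141 and 8 pairs without mouse OB-547. The paper's list of trans genes was not used here. In its place, genes on all other chromosomes with an absolute r of at least 0.5 were counted for each gene. Of 12028 genes, 396 reached that value with Tuba1b, 170 with Zfp641, 165 with Hdac7, 41 with Rapgef3, 35 with Adcy6 and 2 with Dbx2. Negative correlations made up 153 of these for Zfp641, 126 for Hdac7 and all 41 for Rapgef3. They were also the larger part for Tuba1b, with 20 for Adcy6 and 1 for Dbx2. Among all 12524 genes the median of such counts was 19, and the counts of Tuba1b and Rapgef3 stood at percentiles 85.6 and 58.6. Those of Zfp641 and Hdac7 stood at 75.2 and 74.8, and those of Adcy6 and Dbx2 at 56.6 and 26.7. In 100 permutations of the strain means, which likewise take strains as unrelated, no gene of the list had a count above 1. Without mouse OB-547 the count for Tuba1b was 217 and the median among all genes was 10. Tuba1b and Rapgef3 then stood at percentiles 85.6 and 67.8. Zfp641 and Hdac7 stood at 85.3 and 82.7, and Adcy6 and Dbx2 at 66.6 and 23.3. With mapped reads and the percentage of unique reads regressed out, the count was 55 for Tuba1b, 211 for Zfp641 and 182 for Hdac7. It was 54 for Rapgef3, 53 for Adcy6 and 0 for Dbx2, and the median among all genes was 5. In that setting Tuba1b and Rapgef3 stood at percentiles 77.9 and 77.7. Zfp641 and Hdac7 stood higher, at 91.8 and 90.5, and Adcy6 and Dbx2 at 77.5 and 0. The paper states that the genes regulated in trans and 6 local genes were closely correlated and form a coexpression module.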

Further, this module was significantly associated with triglycerides and cholesterol measurements in the mice. Interestingly, the two strongest *local* eQTL genes for this hotspot, *Endou* (an endonuclease) and *Rapgef3* (also known as *EPAC*, cAMP activated guanine exchange factor involved in *Ras* signaling) were significantly associated with cholesterol and triglyceride measures in this study as well.

Genetic association does not necessarily imply that the associated allele is causative for the change in expression. In fact, the majority of the eQTL SNPs fall into regions with poor or no annotation, making it unlikely to be the actual causative variant. However, surprisingly, peak SNPs in the chr15 hotspot (SNPs rs31703733 and rs31780670) are located within a H3K4me1 histone methylation mark associated with enhancers, and which was detected in all neuronal tissues probed by ENCODE in adult mice (cortex, cerebellum, olfactory bulb), but not in other metabolic tissues such as liver, heart, intestine or lung (UCSC genome browser). Based on this preliminary and indirect evidence one may hypothesize that rs31703733 and rs31780670 potentially affect the enhancer activity and the expression of nearby genes. However, to reach any functional conclusion based on our data would require experimental validation in model systems.

### Long non-coding RNAs in the mouse hypothalamus

Long non coding RNA (lncRNAs) are a generally poorly characterized class of RNA molecules, with sometimes unclear classification (St Laurent et al., 2015). Commonly used criteria for identification of lncRNAs are a transcript >200 bp long without an obvious potential open reading frame. In contrast to the relative paucity of data regarding the functionality of most lncRNAs, several specific lncRNAs (e.g. Xist, HOTAIR or H19) had been studied extensively and shown to play an essential role in cellular function (Quek et al., 2015). Recent large RNA-Seq studies and integrative projects such as ENCODE suggest that lncRNAs likely constitute up to 60% of the transcribed RNAs (Djebali et al., 2012). Moreover, in recent years an increasing number of functional studies have shown that lncRNAs play an important role in the regulation of transcription and translation, as well as in cell differentiation, signaling and other processes (Sun et al., 2013; Guttman et al., 2011; Ramos et al., 2015). Further, lncRNAs are enriched for genetic association signals in genome wide association studies (Iyer et al., 2015; Kumar et al., 2013).

GENCODE M2 annotation classifies 4540 lncRNA transcripts into at least 5 biotypes, based on their overlap with protein coding genes (http://www.gencodegenes.org/mouse_releases/2.html). The two most common biotypes - long intergenic non coding RNAs (lincRNAs) and antisense RNAs, account for 97% of all the annotated lncRNAs. Since our data were generated without retaining strand specificity, we focused on lincRNAs only. LincRNAs have been shown to be highly tissue specific (Cabili et al., 2011), and therefore it is not surprising that although there are 2417 annotated lincRNA transcripts, we found only 381 expressed in the mouse hypothalamus at our filtering criteria. 

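Isoforms were assigned here to lincRNA genes by the gene type in GENCODE M21, because the type is not part of the deposited assembly. By that rule, 206 known isoforms of 140 genes and 120 unannotated isoforms of 37 genes passed the authors' filter, together 326 isoforms of 150 genes. The median of mean FPKM was 1.301 for known isoforms (quartiles 0.834 and 2.88) and 1.298 for unannotated isoforms (quartiles 0.749 and 2.77). The difference in median log10 mean FPKM, unannotated minus known, was -0.00112 (2-sided permutation test, p = 0.963). With each isoform's median over mice in place of its mean, the difference was -0.0802 (permutation p = 0.269). Both groups had to pass the same expression filter, so near-equal medians may be set in part by it. The 120 unannotated isoforms come from 37 genes, and isoforms of 1 gene are not independent of each other.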

The 381 transcripts represent 237 known and 144 novel isoforms of 181 lincRNA genes, with both novel and known isoforms showing similar expression levels (Figure 5A,B). We also used length and open reading frame criteria to examine the novel loci. Notably, the RNA length criteria of >200 bp is a commonly accepted parameter, while the length of minimal potential open reading frame varies between 30–100 aa in different studies. Based on these criteria we can identify up to 129 potentially novel lincRNAs expressed in the mouse hypothalamus, with 49 of them being spliced. Since lincRNAs have been shown to be often highly tissue specific, we consider the novel lincRNAs to be good candidates for hypothalamus specific transcripts.

**Figure 5.**
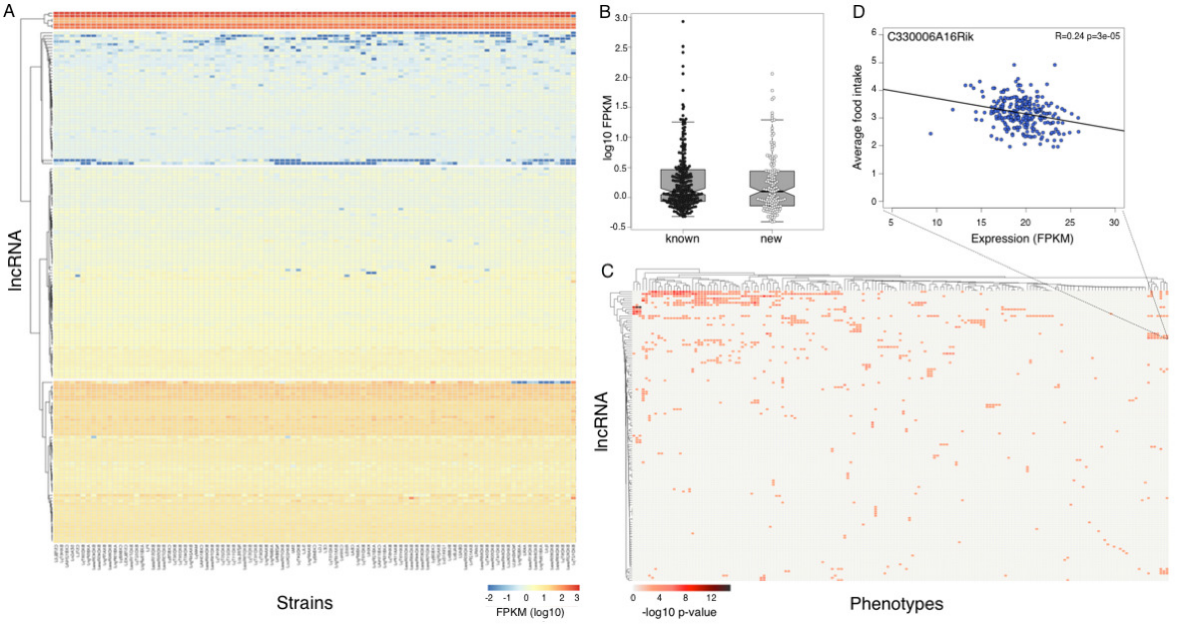
Expression of long non coding RNAs in the hypothalamus is phenotypically relevant. (**A**) Expression of heatmap known non coding RNAs and novel isoforms of these genes n the HMDP. Six lncRNAs (top cluster, Meg3, Gm26924, Snhg4, Miat, 6330403K07Rik, and Malat1) are highly expressed in almost all samples. (**B**) Novel isoforms of lncRNAs are expressed at a similar level of known ones. (**C**) Long non coding RNAs are associated with multiple phenotypes in the HMDP. (**D**) An example of association between a non coding RNA C330006A16Rik and average food intake. **DOI:** http://dx.doi.org/10.7554/eLife.15614.011

We used gene expression levels to explore the correlation of 310 lincRNAs (181 known and 129 novel genes) with metabolic traits in HMDP. Up to 35% of lincRNA transcripts significantly (p<1e–3) correlated to at least one phenotype in the HMDP, with a few lincRNAs associated with a multitude of related phenotypes (Figure 5C,D). The statistical threshold was determined by permutations in previous studies of gene expression in HMDP, is less stringent than a Bonferroni correction, and reflects interdependencies among phenotypes. Expression of >30% of lincRNAs is associated with a significant *local* eQTL, suggesting that a considerable number of lincRNAs in the hypothalamus are playing an important role in translation of genetic regulatory variance into physiologic phenotypes. 

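The lincRNA loci with the highest mean FPKM were ranked among 152 lincRNA loci, over 282 mice. Meg3 ranked first with 926 ± 119 FPKM (SD), at 109540786 to 109749641 on chromosome 12, where its locus also carries the name Mirg. Gm26924, at 39846958 to 39848788 on chromosome 17, had 845 ± 716 FPKM and a median of 753.3. Its value in mouse OB-547 was 11970 FPKM, against at most 1776 in the other mice, and without that mouse the SD was smaller by a factor of 2.68. In M21 the same transcript is named Gm42418 and is overlapped on the other strand by an rRNA gene, CT010467.1, from 39846353 to 39848827. The third was 6330403K07Rik, with 327 ± 69.9 FPKM (SD 55.0 without mouse OB-547) at 71030626 to 71033996 on chromosome 11, a protein-coding gene in M21. Malat1 had 286.97 ± 67.6 FPKM, at 5795690 to 5802672 on chromosome 19. The locus of Snhg4, at 35553410 to 35592957 on chromosome 18, had 94.8 ± 7.05 FPKM and is shared with Matr3. The transcripts named Snhg4 made up 4.04 FPKM of it, which would rank 41. Miat had 85.6 ± 19.6 FPKM, or 64.8 in its own transcripts, at 112083423 to 112229461 on chromosome 5. All 6 loci were above 1 FPKM in each of the 282 mice, and 5 differed between strains in limma's F test, while Miat did not (adjusted p = 0.078).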

Notably, six lincRNAs – *Meg3*, *Gm26924*, *Snhg4*, *Miat*, *6330403K07Rik*, and *Malat1–* were highly expressed in most strains (Figure 5A upper cluster). *Meg3* is a known imprinted tumor suppressor gene (Zhang et al., 2010) and was recently implicated in hepatic insulin resistance (Zhu et al., 2016). *Miat* and *Malat1* are both part of nuclear bodies. Knockout models of *Malat1* are all viable and normal (Zhang et al., 2012; Eißmann et al., 2012; Nakagawa et al., 2012), however their response to metabolic challenges, such as high fat diet, had not been assessed. Myocardial infarction associated transcript (*Miat*) was initially linked to myocardial infarction through a genetic association study(Ishii et al., 2006). Subsequently, *Miat* was shown to regulate development of neuronal progenitors, involved in schizophrenia pathogenesis and fear response(Aprea et al., 2013; Liao et al., 2016). Although all of the six highly expressed lincRNAs are not novel, none of them were previously reported to be expressed in the hypothalamus, or to play an established role in the metabolic or reproductive system.

Previous investigations have documented several examples of lincRNAs that code for short translated open reading frames (Anderson et al., 2015). In addition, recent work has shown that lincRNAs can be associated with ribosomes, and their occupancy is similar to that of protein coding transcripts (Ingolia et al., 2014; Ruiz-Orera et al., 2014). We detected 6 peptides which mapped uniquely to 3 different lincRNAs (Gm26825, Gm16295, and Gm26593), suggesting that translation of lincRNAs occurs rarely, and that their association with ribosomes is more likely to be in the context of translational regulation of other protein coding transcripts.

### RNA editing in the mouse hypothalamus

RNAseq provides the opportunity to look at RNA sequence modifications in a quantitative manner. In this study, we examined RNA editing patterns of all possible substitution types over the genome. A recent study showed that genetic variation affects C to U editing in the intestine, both in site specific and genome wide manners in the mouse Diversity Outbred cross (Gu et al., 2015). We hypothesized that genetic variation may contribute to the extent of RNA editing either in a site specific (e.g. by altering editing sites in *cis*) or genome wide manner (e.g. by altering the expression or specificity of editing enzymes). Altogether we detected 8462 potential editing sites in 3319 genes. As expected, the majority of edits (>70%) were A-to-G modifications, and the total number of detected sites in each strain varied between several hundred to over a thousand (Figure 6A). A comparison of our findings to previously reported editing sites in two databases - DARNED and RADAR - suggests that 75% of these are novel. We then used the proportion of edited reads per site, or per substitution type, across strains as a quantitative trait for mapping genetic variants that contribute to editing. We did not detect any significant genetic association for genome-wide levels of editing, which is consistent with both lack of genetic variation in ADAR in our panel and its very stable expression level across samples (49 ± 0.27 FPKM).

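Adar lies on chromosome 3 of mm10 from 89715022 to 89757281 (XLOC_022530). Its level was 49.03 ± 4.63 FPKM (SD, n = 282 mice), with a standard error of the mean of 0.276 and a coefficient of variation of 9.45%. Strain means had an SD of 4.10 FPKM, against 3.00 FPKM within strains. The strain share of variance was 0.561, and the difference between strains was past the threshold (adjusted p = 1.1e-17 from limma's F test). The lowest strain mean was 42.4 FPKM in AXB-8/PgnJ, and the highest was 61.5 FPKM in AXB-12/PgnJ, a strain with 1 mouse, followed by 59.9 FPKM in BXD-19/TyJ.

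**Figure D2:**
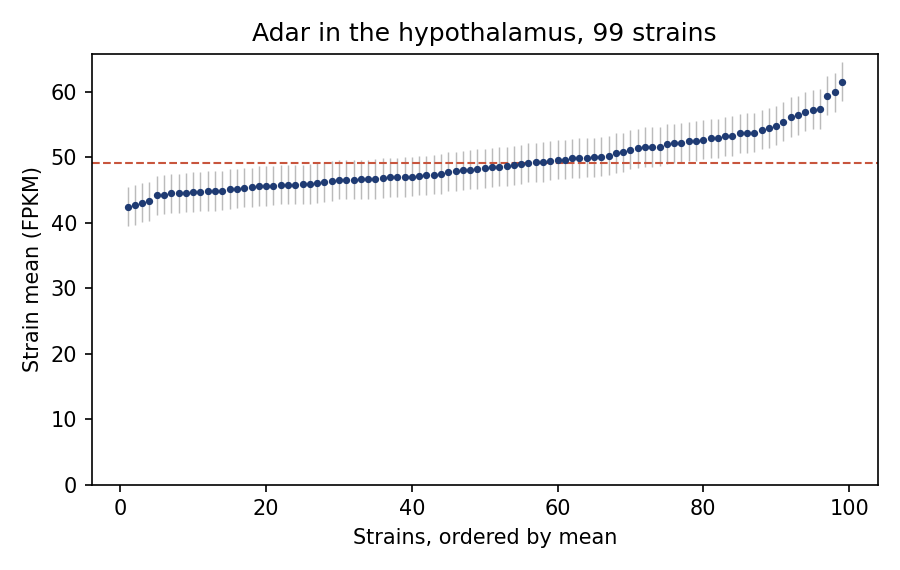
Mean Adar expression of each strain in FPKM (vertical axis), with the 99 strains ordered by their mean (horizontal axis). Grey bars are the pooled SD within strains, the same for every strain, and the dashed line is the mean over mice. Strain means run from 42.4 to 61.5 FPKM, and the highest is of a strain with 1 mouse.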

**Figure 6.**
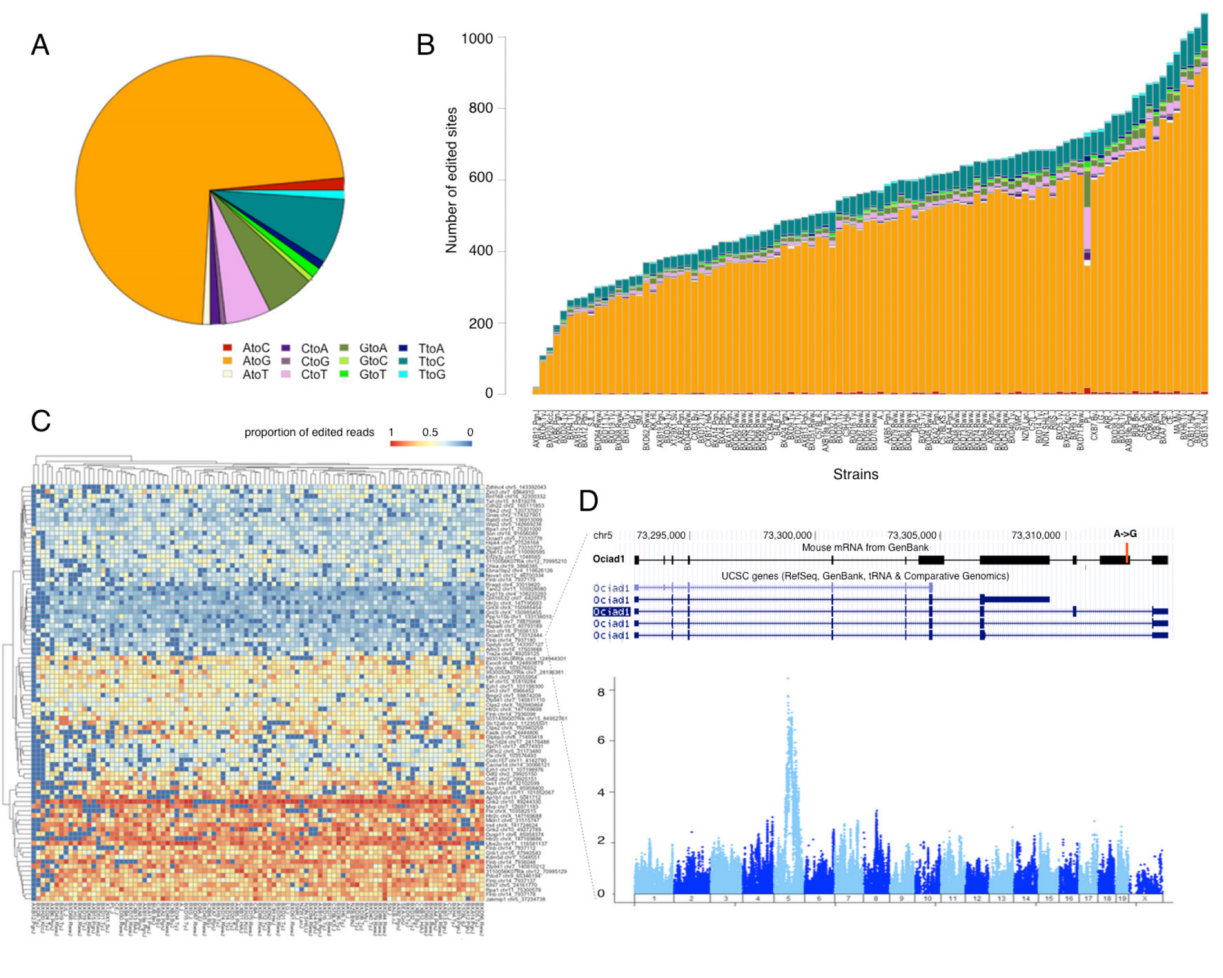
RNA editing is prevalent at the mouse hypothalamus at low levels. (**A**) A total of 8462 editing sites were identified in the HMDP, with A to G accounting for >70% of the modifications. (**B**) Number of sites identified in each strain (color coding as in **A**). (**C**) Editing level at 90 sites, that were detected in at least 70% of the samples, were mapped. Heatmap shows variation in editing in these sites among the strains. (**D**) An example of an edited site in Ociad1 gene, and its genome wide mapping result. **DOI:** http://dx.doi.org/10.7554/eLife.15614.012

Most editing sites were detected only in a small number of strains, which precluded meaningful mapping. For the site specific mapping we therefore focused on 90 sites that were detected in >70% of the strains (Figure 6C). We detected editing QTLs for 3 specific sites. For example, one of the editing sites in *Ociad1* (on chr5 at 73312444) had a strong association (p<1e–8) with genetic variation residing on the same chromosome (Figure 6D). Altogether our data suggest that RNA editing occurs at low level in thousands of genes, however the impact of genetic variation on the editing level in mouse brain is limited.

### Association of hypothalamic expression and phenotypes

There are 150 phenotypes available for the HMDP, reflecting many clinically relevant traits as well as various metabolic measures (Parks et al., 2013). We used several approaches to examine the potential role of hypothalamic expression in the various phenotypes. We began by identifying the top 500 transcripts that were significantly correlated with each of the phenotypes (correlation p values ranged from 4e–3 to <2e–16, Supplementary file 3). We then analyzed each of these expression sets for enrichment of potential pathways and functional annotation, using DAVID (Huang et al., 2009a, 2009b). Surprisingly, only a few of those expression sets showed moderate to strong enrichment (Figure 7B). For example, fat mass accumulation between 4 and 8 weeks, was distinctly associated with pathways related to oxidative phosphorylation and energy metabolism, while genes associated with food intake were enriched for ribosome related pathways. Clustering of phenotypes based on the proportion of shared genes associated with each trait (Figure 7A), clearly showed that related phenotypes also shared expression dependencies. For example, up to 70% of the genes most correlated with 'esterified cholesterol', were also correlated with 'total cholesterol', and more than 30% were shared with 'HDL'. Together these data validate the notion that related phenotypes share underlying molecular mechanisms, yet these shared genetic correlations may not necessarily correspond to specific readily identifiable pathways.

**Figure 7.**
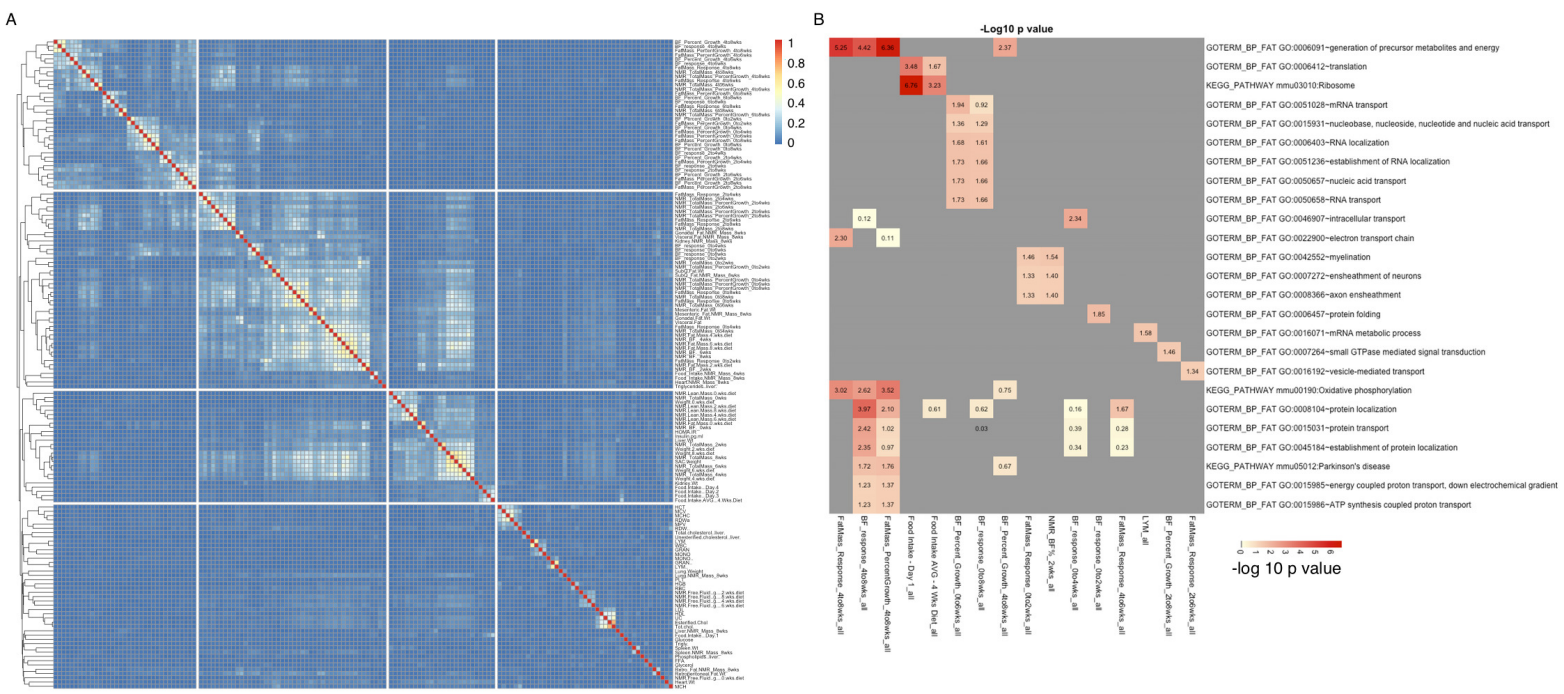
Groups of genes are associated with multiple related phenotypes in HMDP, although not necessarily enriched for GO ontology or specific pathways. (**A**) Fraction of co-shared genes among the 500 genes most associated with a phenotype. (**B**) Enrichment analysis of the top 500 genes associated with each of the 150 phenotypes results in a small number of significant associations. **DOI:** http://dx.doi.org/10.7554/eLife.15614.013

We then analyzed whether the novel genes and isoforms we uncovered potentially contribute to phenotypic diversity. We found 232 novel transcripts associated with at least one phenotype (Supplementary file 3). For example TCONS_00279690, was strongly associated with several metabolic traits, such as total mass in response to a high fat, high carbohydrate dietary challenge, initial mouse insulin levels, as well as weight and fat mass (Supplementary file 3). Similar to known isoforms, expression of ~30% of the novel isoforms was significantly correlated with phenotypes. Correlation coefficients and p values were also similar between known and novel isoforms, suggesting that novel isoforms are as likely to contribute to mouse diversity as previously identified transcripts.

### Expression of cell population markers in the hypothalamus

The hypothalamus is a heterogeneous brain region containing multiple nuclei that affect different aspects of metabolism and endocrine physiology. One of the drawbacks of our approach, dictated by practical considerations, is that we performed RNA-Seq on the entire hypothalamus rather than particular cell populations or nuclei. This approach likely results in dilution of signals from any one population of cells. Nevertheless, the sensitivity of RNA-seq allows examination of expression of particular cellular markers that are specific to certain cell types. To assess which cell populations are well represented in our data, we examined the expression, genetic regulation and association with phenotypes of some of the known markers of hypothalamic cell populations (Table 4). 

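All 30 markers of Table 4 were found, and 27 of them differed between strains in limma's F test over all genes, or 28 adjusted over the list alone. The median strain share of variance over the list was 0.318. Those past no threshold over all genes were Esr1 (adjusted p = 0.058) and the loci that carry Agrp (0.371) and Aif1 (0.159). The locus of Agrp, on chromosome 8 of mm10 from 105524442 to 105609910, had 119 ± 13.9 FPKM (SD, n = 282 mice; 7.87 without mouse OB-547), but it is shared with Atp6v0d1. Transcripts named Agrp made up 1.87 ± 1.56 FPKM of it, and those named Atp6v0d1 made up 117 FPKM. Hcrt, at 100761691 to 100762931 on chromosome 11, had 129 ± 54.0 FPKM (SD 40.96 without mouse OB-547) with a strain share of 0.407 (adjusted p = 3.7e-10), and Npy had 18.2 ± 6.33 FPKM. The gene listed as Sf1 had 65.3 ± 5.85 FPKM and lies on chromosome 19 from 6363690 to 6378030, where GENCODE places the gene of that symbol. RefSeq lists SF-1 among the other symbols of Nr5a1, on chromosome 2 from 38692631 to 38711784, which had 2.33 ± 0.709 FPKM. Nr5a1 was added after the position of Sf1 had been seen. Of the other markers that Table 4 lists for ventromedial neurons, Tac1 had 36.4 ± 7.76, Nkx2-1 6.07 and Bdnf 4.46 FPKM.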

Our data show high expression of well-known hypothalamic neuronal markers, such as Agouti-related protein (Agrp), pro-opiomelanocortin (Pomc), hypocretin (orexin, Hcrt) and steroidogenic factor-1 (SF1). In addition, we detect high expression of oligodendrocyte markers and microglia, but only modest expression of epithelial markers.

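Among oligodendrocyte markers, Mbp had 1267 ± 232 FPKM (SD, n = 282 mice), the highest mean of the 30 markers, and Mog had 34.6 ± 7.61. Microglial markers were lower, with 4.16 ± 1.26 FPKM for Cd68 and 3.60 ± 0.891 for Itgam. The locus of Aif1 had 98.6 ± 24.1 FPKM (SD 12.8 without mouse OB-547) but is shared with Prrc2a and Lst1, and transcripts named Aif1 made up 3.01 FPKM of it. Gfap, a marker of astrocytes, had 72.5 ± 22.8 FPKM, a strain share of variance of 0.661 and an adjusted p of 5e-27 in limma's F test. Of the endothelial markers, Car4 had 10.7 ± 3.01, Flt1 9.54 ± 1.59 and Cldn5 15.6 ± 5.01 FPKM (SD 2.94 without mouse OB-547). The locus of Esam had 11.6 ± 1.38 FPKM and is shared with Msantd2, with 4.16 FPKM in transcripts named Esam.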

**Table 4.** Expression of hypothalamic markers. **DOI:** http://dx.doi.org/10.7554/eLife.15614.014

Gene	Marker for	Mean expression	local eQTL
AgRP	ARC neurons	119.040	ND
NPY	ARC neurons	18.162	ND
Foxo1	ARC neurons	4.736	ND
POMC	ARC neurons	271.954	2.618E-04
Hcrt (orexin)	LHA neurons	128.898	2.053E-05
Sf1	VMHvl neurons	65.333	ND
Nkx2-1	VMHvl neurons	6.067	1.100E-05
Tac-1	VMHvl neurons	36.373	1.624E-09
BDNF	VMHvl neurons	4.464	ND
Esr1	Multiple	2.658	ND
LEPR	Multiple	1.644	2.041E-04
INSR	Multiple	9.496	ND
CX3CR1	Microglia	9.790	1.400E-05
AIF-1	Microglia	98.598	ND
CD68	Microglia	4.162	ND
Itgam	Microglia	3.599	ND
MyD88	Microglia	2.369	1.942E-17
Aqp4	Astrocytes	30.041	ND
Slc1a3	Astrocytes	120.203	ND
Aldh1l1	Astrocytes	16.787	ND
Gfap	Astrocytes	72.502	2.140E-06
VEGF-A	Tanycytes	39.559	ND
CX3CL1	Neurons	99.411	9.836E-09
Mog	Oligodendrocytes	34.569	1.807E-04
Mbp	Oligodendrocytes	1266.574	ND
Plp1	Oligodendrocytes	569.620	ND
Car4	Endothelial	10.694	ND
Esam	Endothelial	11.623	3.184E-04
Flt1	Endothelial	9.538	ND
Cldn5	Endothelial	15.594	ND

Interestingly, we identified genetic variation affecting the expression of some key functional molecules for metabolic regulation and response to high fat diet. For example, myeloid differentiation primary response 88 factor (Myd88), is a Toll-like receptor (TLR) adaptor molecule. This protein mediates fatty acid induced inflammation and leads to leptin and insulin resistance in the central nervous system. Mice with CNS specific deletion of Myd88, are protected from high fat diet induced weight gain, and development of leptin resistance induced by acute central application of palmitate (Kleinridders et al., 2009). 

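Myd88 lies on chromosome 9 of mm10 from 119335934 to 119340041 and had 2.37 ± 0.498 FPKM (SD, n = 282 mice). Its strain means had an SD of 0.381 FPKM, and the SD within strains was 0.410. The strain share of variance was 0.329 (adjusted p = 5.1e-07 from limma's F test). Strain means ran from 1.54 FPKM in BXHA1 to 3.38 FPKM in BXD-19/TyJ.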

Our data show that there is a strong eQTL (p value 1.9e–17, Table 4) modulating expression of Myd88. In addition, we detect genetic variations that affect expression of key molecules such as leptin receptor (LepR) and Pomc. Together, these data suggest that the genetic background of inbred mice is an important factor in functional studies, and that the results of molecular perturbations of hypothalamic metabolic pathways can be modulated by genetics.

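Lepr, at 101717404 to 101819181 on chromosome 4 of mm10, had 1.64 ± 0.496 FPKM (SD, n = 282 mice) and was above 1 FPKM in 266 mice. Its strain share of variance was 0.175 (adjusted p = 0.0043 from limma's F test). Pomc, at 3954482 to 3961124 on chromosome 12, had 272 ± 913 FPKM and a median of 24.2, and ranged from 1.45 to 6851 FPKM. Its strain share was 0.157 (adjusted p = 0.0082). Deviations of Pomc from the strain mean followed those of 6 hormone genes of the anterior pituitary, with a median Pearson's r of 0.791 and a median Spearman's rho of 0.674 over 279 mice (permutation p = 1e-05 for each of the 6, the smallest that the resamples can give, with r between 0.706 and 0.806 without the 2 most extreme mice).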

In addition to exploring the links between genetic variation and expression traits, we also looked into the association of transcript levels with phenotypes. We confirmed known relationships – for example the expression of orexigenic neuropeptide Y (NPY) was associated with total body mass (pvalue = 2.4e–6). Interestingly, one of the strongest correlations we observed were between fractalkine receptor Cx3cr1 and fat mass response (p = 9.62E–10). Fractalkine (Cx3cl1) is a chemokine, that was recently implicated in diet induced obesity, insulin regulation and promotion of hypothalamic inflammatory response to fatty acids (Shah et al., 2015). However, different models of Cx3cr1 knockout mice resulted in variable results on diet induced obesity. The correlation we found is consistent with previous reports that identify a central role for fractalkine receptor Cx3cr1 as a regulator of diet induced obesity and hypothlamic inflammation (Lee et al., 2013, Morari et al., 2014). 

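Cx3cr1 lies on chromosome 9 of mm10 from 119901616 to 120068283 (XLOC_038018) and had 9.79 ± 1.62 FPKM (SD, n = 282 mice). The SD of strain means was 1.46 FPKM and the SD within strains 0.912 FPKM. The strain share of variance was 0.681, with an adjusted p of 1.5e-28 in limma's F test. Strain means ran from 6.53 FPKM in CBA/J to 14.2 FPKM in BXH-19/TyJ. Body fat was not analysed here.

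**Figure D3:**
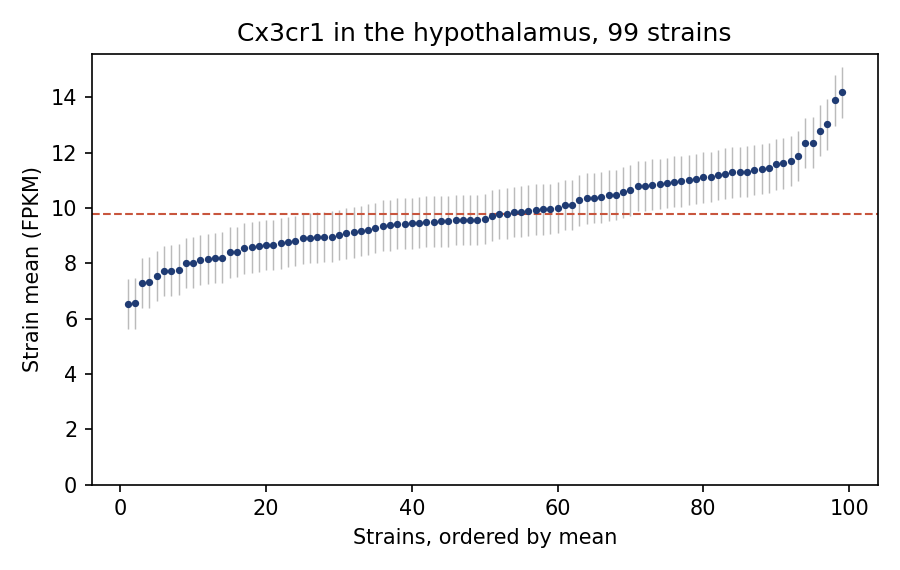
Mean Cx3cr1 expression of each strain in FPKM (vertical axis), with the 99 strains ordered by their mean (horizontal axis). Grey bars are the pooled SD within strains, the same for every strain, and the dashed line is the mean over mice. Strain means run from 6.53 to 14.2 FPKM.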

Our results also indicate that the expression of Cx3cr1 is affected by genetic background, and suggest that one possible explanation for the heterogeneity in Cx3cr1 knockout results is the different genetic backgrounds used in those studies.

## Discussion

In this work we present a comprehensive picture of the transcriptome of the mouse hypothalamus and its genetic variation and regulation. We identify thousands of new isoforms, and >400 new genes, and show independent support for these being translated into protein, which further validates our data. Notably, transcription of pseudogenes had been noticed previously, and likely plays a role in gene regulation. Recent shotgun proteomic studies of the human proteome strongly suggest that a sizable fraction of pseudogenes and lncRNAs is translated (Ji et al., 2015; Kim et al., 2014). The peptide data from our study supports low level translation of processed pseudogenes and is in line with these results.

The hypothalamus is a highly heterogeneous tissue with multiple nuclei and cell types acting in concert. A recent RNA-seq study of fed and food-deprived mice showed that cell type specific transcripts in hypothalamic Agrp and Pomc neurons exhibited specific co-expression networks associated with feeding (Henry et al., 2015). In contrast, due to the practical constrains of the study, our data were collected on the entire hypothalamus, and as such would be less sensitive to cell type specific signals. Nevertheless, expression of cell-specific markers and functional molecules showed that our approach recapitulates known correlations between genes and metabolic phenotypes, and identifies new ones. In addition, our data capture the various non neuronal cell types, such as microglia or astrocytes, which are often overlooked in the mostly neuron focused studies of the hypothalamus. These cells are important mediators of hypothalamic inflammation and other processes induced by a high fat diet. Regulation of gene expression in this population impacts every aspect of metabolism. While cell type specific transcriptomics is valuable for understanding cellular processes in hypothalamic neurons, our data provide a robust framework recapitulating transcriptional processes affecting multiple cell populations. Our approach is thus complementary to the cell type-specific transcriptomic efforts.

In this study, we showed extensive genetic regulation of transcription and alternative splicing in the hypothalamus and identified two loci which influence transcription of hundreds of genes in *trans*. In addition, our data indicate that a considerable proportion of the new isoforms and transcripts are significantly correlated to physiological phenotypes. While human studies generally lack the power to address *trans* regulation on a genome-wide scale, the HMDP provides a powerful resource for such analysis. Indeed, we identified two very strong *trans* acting hotspots that seem to harbor major regulators of gene expression in hypothalamus. We suggest that the *trans* effects of genetic variation in these regions are likely mediated by *local* interactions, which is consistent with previously observed cases (Small et al., 2011; Heinig et al., 2010). Enrichment analyses clearly suggest that each *trans* eQTLs hotspot regulates a set of functionally enriched genes (e.g. the hotspot on chromosome 15 is strongly associated with ion transport in synaptic areas) suggesting a new link between genetic variants in these loci and specific cellular function. We further showed that the genes associated with these hotspots correlate to physiological phenotypes, such as HDL and triglyceride levels providing insight into the mechanism behind correlation of these genotypes with complex traits. The connection between the associated genes and traits does not imply direct causality. For example, ion transport is regulated by circadian rhythm (Ko et al., 2009), which in turn is associated with many other aspects of metabolism (Tsuneki et al., 2016).

Notably, although several examples of *trans* eQTL hotspots were published and analyzed (Small et al., 2011, Heinig et al., 2010; Tian et al., 2016), authenticity of such hotspots remains somewhat controversial, and *trans* eQTL hotspots may arise due to uncontrolled batch effects (Breitling et al., 2008; Kang et al., 2008; Joo et al., 2014), which are difficult to distinguish from real interactions. To minimize technical batch effects arising from sequencing, we used a round robin approach where each sample was sequenced as part of several pools (see details in Materials and methods). Batch effects may also arise from random environmental exposures, rather than technical sample preparation. In such case, it is unlikely that those effects would be tissue specific or affect only gene level analysis. We found no indication of these *trans* eQTL hotspots in the adipose or liver data from the same cohort of mice (Parks et al., 2013), nor were the hotspots detected for isoQTL. Thus, while we cannot exclude the possibility that *trans* eQTL hotspots described in this study may had arisen from unaccounted environmental or technical effects, we believe that this is unlikely, but further molecular studies are required to validate our results.

RNA-Seq allowed us to quantify transcripts at different levels of analysis- from the total expression of all isoforms in a locus, to transcript specific estimates and their combinations. Our analysis showed that regulation of the total number of transcripts from a gene is far more common than isoform specific regulation. Nevertheless, we were able to identify specific interactions at every level of detail we explored, namely eQTLs, isoQTLs, tssQTLs and cdsQTLs. In addition, we identified and quantified >7000 alternative splicing events affecting >3500 genes in the hypothalamus, and showed that these events are mostly affected by extensive *local* genetic regulation. In many cases of alternative splicing QTLs, the associated variant resulted in an excess of either 0 or 1 splice PSI values, suggesting that variants affecting splicing act as strong determinants rather than weak contributors to a complex trait.

RNA editing is a result of post transcriptional deamination processes whereby an adenosine is converted to inosine (A-to-I), or cytosine to uracil (C-to-U). Both types of RNA editing are mediated by specific enzymes members of the ADAR family facilitate the A-to-I editing which is most commonly observed in neuronal tissues, while Apobec1 mediates the C-to-U editing, and is primarily expressed in the intestine and liver. Editing is a tissue specific process which usually results in modification of only fraction of the transcripts, and therefore can be regarded as a quantitative trait. Previous studies showed that polymorphisms either in the editing enzymes or in the sequence proximal to editing site affect the extent of editing. Specifically, Gu et al recently reported a sequence variant in Apobec1 which affects in *trans* multiple C-to-U editing sites in the mouse liver (Gu et al., 2015). As expected from previous studies, A-to-I was by far the most common RNA editing event in our study. Further, our data show that RNA editing occurs at low levels in thousands of sites, but is highly variable. Less than <1% of the sites were consistently detected in the adult mouse brain across >75% HMDP strains. Consistent with the lack of coding genetic variation in the ADAR enzymes in our mouse panel, and with their invariable expression levels, we did not observe any *trans* editing QTL that would affect editing levels of multiple sites. However, we found a few local associations that seem to affect editing of specific sites. For example a strong *local* editing QTL (p<e–7) was observed for one of the editing sites in the *Ociad1* gene (also known as *Asrij*). This editing QTL is likely due to a sequence variant in or near the *Ociad1* gene. Notably, *Ociad1* is expressed in stem cells, where it regulates pleuropotency via the JAK/STAT pathway (Sinha et al., 2013). Editing of *Ociad1* or its expression in neuronal tissue was not reported before.

Another significant aspect of our data relates to long non-coding RNAs. LincRNAs have been shown to play an important role in various cellar functions. Recent genome annotations include thousands of known lincRNAs, yet most of them remain functionally uncharacterized, and only a few studies have examined the genetic control of their expression in detail. Moreover, lincRNAs are often expressed in a tissue specific manner, and therefore are not readily identifiable from general expression datasets. In this study, we detected expression of 381 known and novel lincRNA isoforms, and also identified 129 novel, potentially hypothalamus- specific lincRNAs. Our data indicate that lincRNAs are subject to similar variation in expression, and exhibit similar overall genetic control as the coding genes. Specific lincRNAs have been implicated in a variety of phenotypes (Guttman et al., 2011; Huarte et al., 2010; Kumar et al., 2013), and our data indicate strong correlations between some of the hypothalamic lincRNAs and metabolic phenotypes, such as body weight.

The hypothalamus is a very heterogeneous tissue, and one of the major drawbacks of our analysis is that we used whole hypothalamus, rather than dissecting specific nuclei. This limitation stems from practical considerations – meaningful expression QTL analysis requires sacrifice of hundreds of mice, while the dissection of specific hypothalamic nuclei is delicate and time consuming and thus was not feasible within the constraints of this study. Still, this shortcoming is likely to limit our power to detect meaningful associations, rather than introducing spurious ones. Moreover, since our study mostly focuses on genetic regulation of transcription, which was shown to be largely shared among tissues and cell types, we believe that the data presented in this work are not substantially confounded by heterogeneity.

To summarize, our data fill a substantial gap and will be useful to the research community. The hypothalamus is composed of multiple nuclei, which are distinct in morphology and function, and many laboratories focus on disentangling the complex interactions that ultimately affect metabolism and behavior. However, genome wide transcriptome analysis of this tissue has not been published, and genetic regulation of transcription as well as tissue specific transcripts remains largely obscure. We believe that our study is complimentary to physiological studies and will facilitate research into the crosstalk between the brain and other metabolic tissues. All of the expression data described in this paper are publicly available from NCBI archives GEO (GSE79551) and SRA (project number PRJNA314533).

## Materials and methods

### Samples, library preparation and sequencing

Altogether we sequenced 285 samples, from 99 strains of the HMDP. A total of 87 strains had 3 samples per strain, 11 strains had 2 samples per strain, and 2 strains had 1 sample per strain (a detailed list is in Supplementary file 1). 

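Among the 282 mice of the deposited table, 85 strains have 3 mice, 12 have 2 and 2 have 1, leaving aside mouse OB-627. The labels of that mouse name both AXB-6/PgnJ and AXB-8/PgnJ, so it was left out of every comparison of strains and kept in means over all mice. By the strain field of the labels alone, 86 strains have 3 mice, 11 have 2 and 2 have 1. Of the mice with a known strain, 279 belong to strains with at least 2 mice.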

RNA was extracted using Qiazol followed by miRNAeasy kit from Qiagen (RRID:SCR_008539). Unstranded mRNA libraries were prepared by the UCLA Neuroscience Genomics Core with Illumina standard kits (TruSeq v3) according to standard protocols. All samples were barcoded, and sequenced with ~18 samples per lane, with HiSeq2000 using 50 bp paired-end sequencing protocol. A round robin design was implemented such that biological replicates were sequenced on different lanes, and each sample was part of more than one sequencing pool. Samples were demultiplexed by sequencing facility, forward and reverse read fastq files were supplied for each sample.

### Data quality control (QC) and mapping

Read QC was done using FastQC (RRID:SCR_005539) in batch mode. The samples had excellent quality, with all bases exceeding median quality score of 28, and >98% of the sequences with a mean quality score >28. 

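The paper's supplementary list of sequencing depth gives between 5886672 and 23402476 read pairs per mouse, with a median of 12990998. Counting both reads of a pair, this is 26.3 ± 7.02 M reads per mouse (mean ± SD, n = 282). The median number of read pairs was 12684464 in AXB/BXA, 12769495 in BXD, 13560830 in BXH, 13637213 in CXB and 13161625 in inbred mice.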

The average number of reads per sample was 26.3 M. All reads were passed to mapping as is, without trimming or filtering. Samples were mapped to the mm10 genome using STAR aligner version 2.3.1 (https://github.com/alexdobin/STAR/releases/tag/STAR_2.3.1z9). The mm10 sequence was downloaded from http://cufflinks.cbcb.umd.edu/igenomes.html (UCSC annotation files). Reference sequences were built using known splice junctions (*–sjdbGTFfile* option) from known genes annotation file. Mapping was performed allowing up to 3 mismatches per read (*--outFilterMismatchNmax 3)*, removing non canonical un-annotated junctions (*--outFilterIntronMotifs RemoveNoncanonicalUnannotated*) and allowing up to 10 multiple mappings per read (*--outFilterMultimapNmax 10)*. Alignment files from all samples of the same strain were merged into one alignment file per strain using the 'merge' function of the samtools package. 

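In the same list, between 5617305 and 22265723 read pairs per mouse were mapped, with a median of 12222402. The percentage mapped was 94.1 ± 2.14 (mean ± SD, n = 282 mice) and ranged from 75.01 to 95.83. Of the mapped pairs, 96.4% ± 0.413 were unique, and the lowest value, 90.1%, belongs to mouse OB-547 of strain BXD-12/TyJ.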

On average 94.1% of the reads mapped, and of the mapped reads 96.4% mapped uniquely. STAR also detected on average 2.8 M splices per sample, with 98% of them previously annotated. Detailed mapping counts for each sample are in Supplementary file 1.

### Transcript assembly and quantification

Our pipeline is summarized in Figure 8. For the purpose of transcript assembly, sample specific alignment files were pooled into unified BAM alignment files by strain which were then sorted and indexed using samtools. Transcript assembly was done on each strain specific alignment file with Cufflinks v2.2.0., with mouse genome version mm10, and gtf file of known transcripts as a reference guide (*-g* option, reference file downloaded from UCSC genome browser), together with bias and multimap option corrections (*-b* and *–u* respectively). This step resulted in 99 strain specific transcript assemblies. We then used Cuffmerge to compare those assemblies to GENCODE M2 annotation (http://www.gencodegenes.org/), and to consolidate them into one unified assembly file representing all transcripts from GENCODE M2 and from the strain specific assemblies (merged.gtf). To obtain FPKM expression values, we run Cuffquant and Cuffnorm v2.2.1 with default parameters, using the sample specific alignment files and unified assembly (merged.gtf) file.

**Figure 8.**
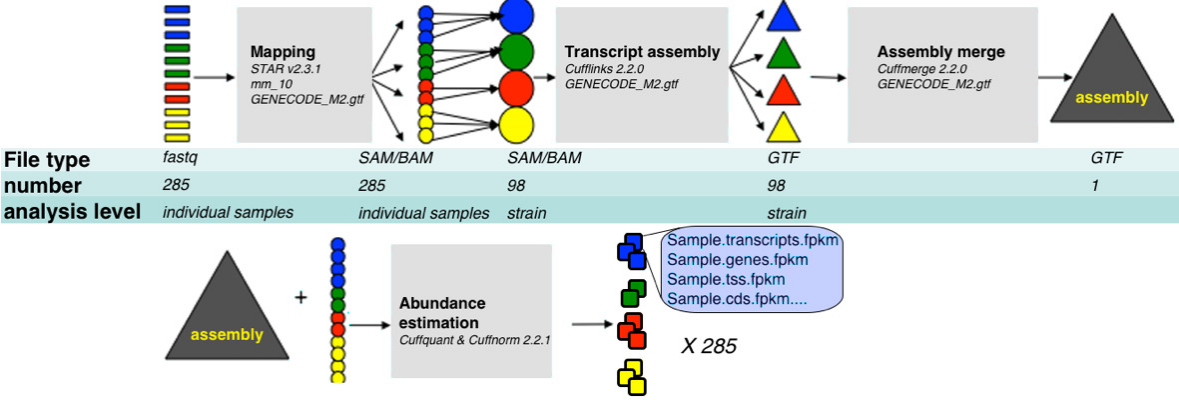
RNA-Seq analysis framework. General workflow used for analysis of RNA-Seq data in this study. Initial demultiplexed samples (fastq files) were aligned to the mouse genome with STAR, merged in one file per strain, and transcripts assembeled with cufflings. The resulting assembly files (one from each strain) were merged with GENECODE M2 annotation into unified assembly. The abundance of each transcript in the unified assembly was estimated in sample specific alignment files. **DOI:** http://dx.doi.org/10.7554/eLife.15614.015

### Filtering of the expressed features for subsequent analyses

Cufflinks assembly and abundance estimation results in assessment of gene expression at multiple levels of genomic resolution - transcripts, transcription start sites, coding sequence and loci (genes). We implemented 3 filtering steps:

First, we removed transcripts that are likely to be an assembly or sequencing artifacts, based on following criteria:

Comparison to GENECODE M2 indicated that this is not a known transcript (class code '='), new isoform of a known gene (class code 'j') or novel intergenic transcript (class code 'u').

b. Novel isoforms and intergenic transcripts which expression was <1e-6 FPKM in all samples.

Loci and transcription start sites associated exclusively with transcripts removed in steps 1 and 2.

This filtering step removed 7% of the transcripts, with the other 93% (535,316 features) treated as potentially true.

II. While we consider that all these features may potentially represent true splicing and transcription events, only features that show sufficient variation and expressed at appreciable level are useful in eQTL analysis. Further, many of the potentially new features were expressed either at very low levels or in a small number of samples. Therefore, at the second filtering step we implemented detection and expression thresholds (FPKM>0 in >=100 samples, and FPKM>1 in >=50 samples) to focus on ~100,000 expressed features that are more likely to produce meaningful mapping results in the HMDP panel.

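The deposited table was checked against these thresholds. In each of its 4 feature types the feature with the fewest mice had FPKM above 0 in 100 mice and above 1 in 50 mice. The types add up to 116327 features. Of the 14079 genes, 1555 have no transcript in the deposited assembly, and so neither a name nor a position.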

Third, expression values (FPKM) of transcription start sites, coding sequences and genes are a sum of expression values of transcripts associated with these features. Consequently, if a locus, transcription start site or coding sequence is associated with only one transcript, the expression information of that feature is identical and thus redundant to the respective transcript. Therefore, such features were removed from eQTL mapping.

Altogether, this filtering reduced the number of explored features to ~ 93,000.

### Allele-specific expression and cis eQTL

All features that passed the described above filtering criteria, were analyzed for eQTLs using expression estimates in 282 individual mice representing 100 strains, 193,400 SNPs and the fastLMM algorithm using an appropriate kinship matrix that accounts for the HMDP population structure. *Cis* acting eQTLs were identified by allele expression (ASE) as described previously (Hasin-Brumshtein et al., 2014). Briefly, allele-specific counts at each exonic SNP, filtered for quality control criteria, were summed in a genespecific manner. The resulting counts were normalized and analyzed for differential expression between the alleles using the DEseq package.

### Identification of RNA editing sites

To identify RNA editing sites, we re-aligned the reads to the mouse genome (mm10) and transcriptome using the single nucleotide variant-sensitive aligner RASER (Ahn and Xiao, 2015) with the parameters –m 0.06 and –b 0.03. We then detected likely mismatch positions considering the read sequence quality score at that position and its position within in a read. We further required potential editing sites to be covered by >=5 total and >=3 edited reads and excluded positions that overlap SNPs or are located in homopolymers, simple repeats, and within 4nts of splice junctions (Lee et al., 2013).

### LC-MS proteomics

Proteomic data were collected on 110 samples representing the 99 strains used in this study, plus 10 C57Bl/6 samples. All samples were independent biological replicates of the strains used in this study fed on the high fat, high sugar diet, and not the same hypothalami used for RNA extraction.

#### Sample preparation

The preparation of 110 mouse hypothalamus samples for LC-MS/MS analysis was performed according to the protocol described before (Ghazalpour et al., 2011). Briefly, the samples were split evenly across two 96-well plates, and homogenized using TissueLyser (QIAGEN, Hilden, Germany) in (8 M urea, 50 mM NH_4_HCO_3_ pH 7.8 and 10 mM DTT) at 20 Hz for 2 min with two repetitions. Upon denaturation for 1 hr at 37°C the extracted protein concentrations were measured using coomassie assay and readjusted using aforementioned denaturation buffer to 1.5 mg/ml. Equal aliquots of 150 μg were taken further into cysteine alkylation and trypsin digestion steps. After purification of peptides by solid phase extraction using C18 columns the average recovered peptide amount was 68 μg. The resulting peptide solutions were normalized to 0.5 μg/μL for LC-MS/MS analysis

#### Instrumental analysis

Samples were analyzed on an Orbitrap Velos mass spectrometer (Thermo Fisher, Waltham, MA) that was interfaced with a 75 μm i.d.×65 cm long LC column packed with 3 μm Jupiter C18 particles (Phenomenex) and a 5 μL injection loop. The mobile phase solvents consisted of (A) 0.2% acetic acid and 0.05% TFA in water and (B) 0.1% TFA in 90% acetonitrile. An exponential gradient was used for the separation, which started with 100% A and gradually increased to 60% B over 100 min.

#### Data analysis

The acquired MS/MS spectra datasets were preprocessed with DeconMSn [18304935] and DtaRefinery [20019053] software followed by spectra interpretation using MSGFplus [25358478] software by matching against custom protein fasta file build based on RNA-Seq data. The fasta file included sequences of known genes, newly discovered isoforms and novel genes. The MSGFplus MS/MS search settings were as follows: tryptic peptides only, 10 ppm parent ion mass tolerance, static cysteine carbamylation and maximum charge state 4+. The resulting mzIdentML files were analyzed using MSnID Bioconductor package [http://www.bioconductor.org/packages/release/bioc/html/MSnID.html] to confidently isolate identifications of know genes, isoforms and novel genes. The prior probabilities that the know genes, isoforms and novel genes are real and exist in the protein form are substantially different. Therefore the corresponding identifications were considered separately employing a process effectively emulating the proposed earlier cascade search [26084232]. Briefly, in the first pass we considered peptide identifications matching only to the protein sequences of the known genes (highest prior probability). The filtering criteria on peptide-to-spectrum matching (Spectrum E-Value <9.4e-11 and parent ion mass measurement tolerance <2.4 ppm) were optimized to achieve maximum peptide identifications whilst not exceeding 1% FDR based on reverse sequence identifications. Next, the spectra that match confidently identified 9910 peptide sequences of the known genes were removed from further consideration. In the next round we applied filtering criteria (Spectrum E-Value <2.5e–13 and parent ion mass measurement tolerance <10 ppm) that allowed to confidently identify 236 unique peptide sequences matching to isoforms. After further removing peptides matching to isoforms and applying 1% FDR optimized criteria (Spectrum E-Value <2.3e–9 and parent ion mass measurement tolerance <0.2 ppm) we identified 20 peptide sequences matching novel genes.

How the deposited data were processed for this re-analysis (not part of the article)

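The data are expression values of the whole hypothalamus of 282 male mice on a high fat diet, from 99 strains of the HMDP, with 1 unstranded mRNA library per mouse. The authors aligned the reads to mm10 with STAR 2.3.1, assembled transcripts per strain with Cufflinks 2.2.0, merged the assemblies with GENCODE M2, and quantified every mouse with Cuffquant and Cuffnorm 2.2.1. The deposited expression table gives FPKM as scaled between mice by the authors with Cuffnorm, for genes, transcripts, transcription start sites and coding sequences. It holds the features with FPKM above 0 in at least 100 mice and above 1 in at least 50 mice, which was checked on the values. The deposited assembly gives the exons of the same transcripts in mm10 coordinates. Depth was taken from the paper's supplementary list, with 5886672 to 23402476 read pairs per mouse. Because FPKM carry no counts, no counting interval was computed, and precision is given as the SD over mice and as the spread within strains. All columns of values per mouse were used, and 0 were left out.

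Each mouse was assigned to the strain in its labels. Mouse OB-627, whose labels name 2 strains, was left out of comparisons between strains and kept in values over all mice. FPKM were transformed as log2(FPKM + 1) and tested for differences among 99 strains with the moderated F test of limma 3.58.1 in R 4.3.3, with no covariate and all strains in 1 fit, so that the 2 strains with 1 mouse borrow the residual spread of the others. The p values were adjusted by the Benjamini-Hochberg method within each feature type at a threshold of 0.05. The strain share of variance is the intraclass correlation from the mean squares between and within strains, and its median over features was given an SD from 30 bootstrap samples of the strains. The strain test was also tested on simulated data with a strain share of 0.5 in 200 genes of 14079, where it recovered 100% of them and 3.38% of the genes it called were false. The simulated values were normal and independent between genes, with no outlying library, and the median share of real genes was lower, 0.222. The simulation thus checks the computation and does not give the power or the error rate in these data. Means, SDs and all other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9.

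Transcripts were classed by their Cufflinks class code as known, unannotated isoform or unannotated gene, and known transcripts as coding where the assembly gives them a coding sequence. Differences in median length, exons and mean FPKM were tested with 2-sided permutation tests with 100000 resamples. Splicing events of 7 types were generated from the deposited transcripts by an implementation of the SUPPA definitions with exact boundaries, and PSI was computed from transcript FPKM. PSI was tested between strains where it was defined in at least 200 mice. The paper's text does not name the settings with which SUPPA was run. GENCODE M21, a release on GRCm38 with the coordinates of mm10, was used for gene types, for names and for overlap with unannotated genes.

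Correlations were computed over strain means with Pearson's r and Spearman's rho, permutation p values from 100000 resamples and Benjamini-Hochberg adjustment over all pairs of the list, and again without the 2 strains farthest from the median of the first gene. Genes on other chromosomes were counted at an absolute r of at least 0.5 and compared with 100 permutations.

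The genes named were fixed by a rule before any value was computed. They are every gene the paper names in its results, in Table 4 or in Fig. 3 to 6, its genes local to the chromosome 1 and 15 hotspots, marker lists, and the 10 genes with the largest strain share. The marker lists were 7 genes for anterior pituitary (Gh, Prl, Cga, Tshb, Lhb, Fshb, Pou1f1), 6 for choroid plexus (Ttr, Kl, Folr1, Clic6, Kcnj13, F5), 5 for thalamus (Tcf7l2, Prkcd, Tnnt1, Lef1, Ramp3), 7 for blood (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Hbb-b1, Hbb-b2, Alas2), and lists for striatum (among them Ppp1r1b, Drd1a, Drd1, Drd2, Adora2a and Rgs9) and for cortex and hippocampus (among them Neurod6, Neurod2, Slc17a7 and Tbr1), with 4 genes of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d, Uty) and Xist. Some members of the lists, and results over the whole striatum and cortex and hippocampus lists, are not reported here. Any other gene named was chosen after its values or its position had been seen.

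Alternatives were a pseudocount of 0.1 or 0.01, a mean FPKM of at least 1, quantile normalization, mapped reads and the percentage of unique reads as covariates, the Kruskal-Wallis test, leaving out each replicate in turn, both placements of mouse OB-627, stricter thresholds of expression, 1 transcript per gene, multi-exon transcripts, a variable boundary of 10 nucleotides, PSI tolerances, and, for correlations, FPKM, single mice, deviations within strains and other limits of r. Removal of mouse OB-547 and the use of known transcripts alone were added later. Genotypes, traits, proteomics, RNA editing and allele-specific expression were not analysed here. Open reading frames were not analysed here either. The paper's lists of genes regulated in trans were not used here.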

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

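Of the tests in this part, the correlations between members of 1 list, the count of genes that follow Gh and its comparison with all genes, the regression of marker lists out of the chromosome 15 genes, the removal of pituitary genes from Pomc, and the bootstrap of the difference between correlations over and within strains were chosen after the result had been seen. The marker lists and the strain test were chosen before the data were examined.

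The paper does not discuss genes of tissues that border the hypothalamus. Signal in such genes drew attention because they lie outside the genes it reports on and are expressed in these libraries. Of the anterior pituitary list, 6 of 7 genes were found, with Gh highest at 526 ± 1885 FPKM (SD, n = 282 mice) and a median of 11.7. Of the choroid plexus list, 5 of 6 were found, led by Ttr with 228 ± 408 FPKM and a median of 15.7. All 5 thalamus genes were found, with Prkcd at 92.0 ± 35.5 FPKM and a median of 92.3. Ppp1r1b, of the striatum list, had 14.1 ± 7.37 FPKM, and Slc17a7, of the cortex and hippocampus list, had 27.9 ± 13.7 FPKM. Of the blood list, 5 of 7 were found, with Hbb-bs at 113 ± 56.5 FPKM. No gene is in more than 1 list and none is a marker of Table 4, but expression of members such as Drd2, Tcf7l2 and Slc17a7 by hypothalamic cells was not excluded. No control library of another tissue was measured, so how much of each level belongs to the hypothalamus is not known from these data. All genes found in the pituitary, choroid plexus, thalamus and blood lists were past the threshold between strains.

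Within strains, members of 1 list rose and fell together. The median Pearson's r between members over 279 mice was 0.875 for pituitary, 0.850 for thalamus, 0.837 for choroid plexus and 0.490 for blood. With Gh, 35 of 14078 genes had an absolute r of at least 0.5 within strains, all of them positive, against 0 in 100 permutations. The median of this count over all genes was 18, and 1 without mouse OB-547, where Gh had 36, so the size of the count does not set Gh apart. The highest were Prl with 0.952 and Cga with 0.845. For the thalamus list the mean and median of Prkcd are nearly equal, while for Gh and Ttr the mean is far above the median. Differences in the extent of the dissection stay open for all these lists, and no biological explanation was tested for them.

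Pomc, a marker of the paper's Table 4, varied strongly between mice of 1 strain. A candidate explanation is a varying amount of anterior pituitary in the dissected tissue. Within strains, the median Pearson's r of Pomc with the 6 pituitary genes was 0.791 (range 0.728 to 0.815), and the median Spearman's rho was 0.674. Taking the pituitary genes out of Pomc lowered its SD within strains on the log2 scale from 1.88 to 1.08, and its strain share of variance over the same mice was 0.162 before (permutation p = 0.00906) and 0.201 after (permutation p = 0.00242). A regulation shared by hormone genes of both tissues stays open, as does a difference between strains in the size or position of the pituitary. Neither was tested.

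The same tissues were weighed as a source of the correlation among the chromosome 15 genes. Among the pituitary, choroid plexus, thalamus and blood lists, the largest median absolute r of a list with Rapgef3 over strain means was 0.284, for thalamus, below the 0.5 set for it. The others were 0.130 for pituitary, 0.127 for choroid plexus and 0.109 for blood. That test covers only Rapgef3, and with the thalamus list the value was 0.523 for Zfp641 and 0.493 for Hdac7. With the mean of the thalamus list regressed out, the median r of the 15 pairs was 0.271 (95% bootstrap interval 0.194 to 0.393), against 0.382 before, and 14 pairs stayed positive. With the 4 lists, Ppp1r1b and Slc17a7 regressed out together it was 0.294 (0.217 to 0.427). This argues against thalamic tissue as the whole cause. Whether it adds to the correlation cannot be told apart from a regulation that the thalamus genes share with Zfp641 and Hdac7. Depth and mapping were regressed out as well, and the median r of the 15 pairs was then 0.384. Strain means were more correlated than deviations within strains, by a difference in median r of 0.178 (95% bootstrap interval 0.0308 to 0.352, 97 strains), so variation between mice of 1 strain may account for part of the correlation but not for all of it. A shared genetic effect on these genes was not tested, since genotypes were not used.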

How the results depend on the processing

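The alternatives without mouse OB-547 and the use of known transcripts alone were chosen after the results had been seen, and the others were fixed in advance. They cover 140 results. No paired analysis was possible because every mouse number occurs once and replicate numbers are not shared between strains.

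Counts of features differing between strains stayed within 1.5 times their value in the alternatives fixed in advance except those that leave out replicate 1, 2 or 3 in the strains that have it. For splicing events, the alternatives run were the removal of replicates, a summed FPKM of at least 1 and the Kruskal-Wallis test. With each replicate left out in turn, the counts were 6646 to 8675 genes, 12746 to 17070 transcripts, 8827 to 11697 transcription start sites, 5517 to 7063 coding sequences and 3909 to 5218 splicing events, in a design with fewer mice. In these fits the median strain share was 0.203 to 0.243 for genes, 0.114 to 0.137 for transcripts, 0.120 to 0.147 for transcription start sites, 0.128 to 0.154 for coding sequences and 0.0746 to 0.0905 for splicing events. For genes, quantile normalization gave 10857, pseudocounts of 0.1 and 0.01 gave 10567 and 10536, a mean FPKM of at least 1 gave 10060 of 13253, and the Kruskal-Wallis test gave 11532. Random assignment of mice to strains gave as many genes, transcripts, transcription start sites, coding sequences or splicing events as the real one in 1 of 100 assignments each, the real one included.

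The median strain share moved by more than its bootstrap SD in the following cases, and the cause was not tested. Without replicate 1 and without replicate 3 it did so for transcripts, transcription start sites and splicing events, and without replicate 3 for coding sequences, within the ranges above. With mapped reads and percent unique as covariates it was 0.267 for genes, 0.141 for transcription start sites and 0.155 for coding sequences. Without mouse OB-547 it was 0.252, 0.141 and 0.153. With a pseudocount of 0.01 it was 0.102 for transcripts, 0.108 for transcription start sites and 0.0990 for coding sequences, and with 0.1 it was 0.113 for coding sequences. With a mean FPKM of at least 1 it was 0.143 for transcripts and 0.143 for transcription start sites, and with quantile normalization 0.129 for transcripts. Under all of these settings the median share of genes exceeded that of transcripts.

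Counts of expressed features fell with stricter thresholds, as these keep fewer features. FPKM above 1 in at least as many mice as not left 31050 transcripts. FPKM above 5 in at least 50 mice left 14813 transcripts, 13687 transcription start sites and 9105 coding sequences. FPKM above 0 in all mice left 13143, 17207 and 9525.

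The length difference between transcripts of loci absent from GENCODE M2 and known non-coding transcripts reversed to -113 nt with 1 transcript per gene (permutation test, adjusted p = 0.0741). Only 957 known non-coding transcripts stay in that setting, and most genes of the class also have a known coding transcript. How much of the reversal comes from this change of the class was not tested. Against the same class, the exon difference was -1 among multi-exon transcripts (adjusted p = 0.214) and the difference in mean FPKM was -0.0662 at a mean FPKM of at least 1 (adjusted p = 0.609), neither past the threshold. The exon difference of new isoforms from known coding transcripts was 1 with 1 transcript per gene (adjusted p = 0.123). The other differences kept their direction and side of the threshold.

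Splicing events numbered 15344 from transcripts with a mean FPKM of at least 1 and 12005 from known transcripts, since fewer transcripts give fewer events. PSI values at 0 or 1 were 23.5% when values up to 0.01 and from 0.99 were counted and 31.3% when values up to 0.05 and from 0.95 were.

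Among the chromosome 15 genes, 14 pairs of the 6 genes were past the threshold with a pseudocount of 0.1, with single mice, with depth regressed out and without mouse OB-547, 13 with FPKM, 10 with deviations within strains, and 8 with those deviations without mouse OB-547. Dbx2 and Zfp641 reversed to an r of -0.0108 within strains and -0.0265 without mouse OB-547, and the cause was not tested. The count of genes on other chromosomes, 819 over the 9 genes, was 3133 at an r of 0.4, 81 at 0.6, 1848 with FPKM, 1242 with single mice and 4184 within strains. It was 813 with a pseudocount of 0.1, 576 with depth regressed out, 705 without mouse OB-547, and 1226 within strains without it. The limits of r change the count by construction, and for the other settings the cause was not tested. With FPKM, with single mice and within strains most of the count is from Tuba1b, which had 396 genes, 217 without mouse OB-547, 3380 within strains and 1115 within strains without that mouse. With FPKM it had 1361, a setting in which permuted strain means also gave counts far above 1.

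Of results for single genes, lists and types, 282 values under alternatives fixed in advance kept their side or moved little, 85 moved, 4 lost the threshold and 1 reversed, as given above. Under alternatives added later, 92 did so, 24 moved, 5 lost the threshold and 1 reversed. For mean levels the limit was 1 SD over mice, which is wide for skewed genes. Of such values for the genes of Table 4 and of the chromosome 1 and 15 lists and for Adar, 2 moved by more than 1.5 times. These are the medians over mice of Pomc, 24.2 FPKM against a mean of 272, and of Endou, 0.637 against 1.33. Without mouse OB-547 the SD fell by more than 1.5 times for Gm26924, the loci of Aif1 and Agrp, Cldn5, XLOC_024435 and Tuba1b among the named genes. The alternatives for Colq were not run, since no transcript carries its name, nor those for open reading frames. FPKM without counts limit what can be said of features near 0.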

Differences from the paper's values

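The setting that uses known transcripts alone was chosen after the values had been seen. A value was counted as different where it and the paper's differed by more than 1.5 times and by more than the SD over mice, where there is one, or the paper's stated error. Of 80 values compared, 15 differed, all of them numbers of splicing events or of genes with an event. Unequal values within these limits, such as the paper's 181 lincRNA genes against 150 here, are not among them.

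The paper reports 7564 events in 3599 genes, and 25940 events in 6803 genes were found here. The paper's 5288 AF events in 1874 genes compare with 9544 in 2879 here, its 399 SE events in 323 genes with 5057 in 3018, and its 645 RI events in 476 genes with 3773 in 1913. The paper's 316 A3 events in 266 genes compare with 3578 in 2406 here, its 365 A5 events in 304 genes with 2852 in 2052, and its 44 MX events in 36 genes with 3.2e+02 (to 2 significant digits) in 263. For AL the paper has 507 events, against 819 here.

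Of the alternatives set before the data were examined, transcripts with a mean FPKM of at least 1 brought 4 of the 15 within 1.5 times the paper's value, with 5354 AF events, 2054 genes with AF events, 445 AL events and 5083 genes in all. The other 11 values still differed, among them 15344 events in all. The variable boundary of 10 nucleotides brought none within that limit. Known transcripts alone, a setting chosen after seeing the values, brought 3 within it, which are the genes with AF events, the 443 AL events and the 4510 genes in all.

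The paper states that alternative first exons are the majority of events. Here they were 36.8% of events, 34.9% with a mean FPKM of at least 1, 41.8% with a variable boundary, and 27.4% from known transcripts alone, where SE events were more frequent with 28.2%. The paper counts Agrp among highly expressed markers, and transcripts named Agrp had 1.87 FPKM. It counts steroidogenic factor-1 among them as well, and Nr5a1 had 2.33 FPKM. Of microglial markers, which the paper gives as high, Myd88, Itgam, Cd68 and Cx3cr1 had 2.37 to 9.79 FPKM and transcripts named Aif1 had 3.01. It names Snhg4 among highly expressed lincRNAs, and transcripts named Snhg4 had 4.04 FPKM. The paper gives more samples in its methods than the 282 mice found here.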

Other observations

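The test of small RNA in mouse OB-547 by its share of the excess, the genes named for their excess in that mouse, the test of Agrp transcripts, the nearest-mouse count, and the random assignments for transcription start sites and coding sequences were chosen after the result had been seen. No biological explanation was tested for the patterns of single libraries.

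Mouse OB-547 of strain BXD-12/TyJ had a gene FPKM sum of 792801, against 463433 for the next mouse, OB-422 of strain CXB-3/ByJ, and a median of 337467. Its 8810726 mapped read pairs stand at percentile 17.7 of all mice, so low depth alone does not account for the sum, although 83.82% of its pairs were mapped and 90.1% of those were unique. Genes of small non-coding RNA, 35 in all, held 4.59% of its FPKM, against a median of 0.0659% and at most 0.834% in the other mice. They held 7.95% of the excess of 455334 FPKM over the median mouse, so they are raised but are not the whole of it. Against the median mouse, 14 of the 35 were higher, 17 lower and 4 equal, so the rise is not shared by all of them. The genes with the largest excess, XLOC_034147, Rny1, Rny3, Gm26924, Fth1 and XLOC_002960, held 20.4% of it. Across 12242 genes, the shift of this library against the median mouse had a rank correlation with transcript length of -0.596, where the median over other mice was 0.0357 and genes are not independent replicates. OB-422 had a value of -0.628, so higher values of shorter transcripts are not particular to OB-547. Whether they account for the sum of OB-547 cannot be told apart, since a rank correlation does not measure the size of the excess.

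Mice of 1 strain resembled each other more than mice of different strains. Over genes with a mean FPKM of at least 1, the median r of deviations from the gene means was 0.453 for 195 pairs of 1 strain with mouse numbers at most 10 apart and 0.394 for 72 pairs farther apart. For pairs of different strains it was 0.0461 and -0.0131. The gap between pairs of 1 strain and of different strains was thus 0.407 both for near and for distant numbers. Measured from distant pairs of different strains, distant pairs of 1 strain kept 87.2% of the gap of near pairs of 1 strain, which argues against shared housing or dissection, as far as mouse numbers record it, as the whole cause. For 254 of 279 mice (91.0%) the most similar mouse was of the same strain.

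The Agrp locus of Table 4 also carries Atp6v0d1, and 1.58% of the FPKM of its transcripts was in transcripts named Agrp. The level of the locus is thus consistent with its being mainly Atp6v0d1. The loci of Aif1 and Esam, seen later, had 3.09% and 48.6% in transcripts of those names.

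Loci absent from GENCODE M2 had a strain share above 0.9 more often than known genes did, in 57 of 388 (14.7%) against 67 of 11155 loci with a known coding transcript (0.601%) and 10 of 626 with only non-coding ones (1.60%). Their median share was 0.335, against 0.224 and 0.161. A candidate explanation is that reads of a related gene copy were placed by strain differences in sequence. Of all 407 unannotated genes, which include some not among these 388 loci, 170 overlap an exon of a pseudogene in M21 and 153 overlap no exon. Among those over a pseudogene, 40 of 170 (23.5%) had such a share, against 13 of 153 (8.50%) of those over no exon (Fisher's exact test, 2-sided, p = 0.000269). A real difference in expression or presence of the copy between strains stays open and was not tested.

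The genes of the Y chromosome were expressed in all 282 mice, with a lowest value of 9.80 FPKM for Ddx3y, 3.09 for Eif2s3y, 2.18 for Kdm5d and 2.63 for Uty. Xist, and H19 and Hotair, which the paper names as background, were not among the named genes of the table. Of other genes the paper names, Ociad1 had 123 ± 14.7 FPKM (SD, n = 282) with a strain share of 0.522, Gm26825 had 4.54 ± 2.00 with 0.847, and Gm16295, which shares its locus with Ctdspl, had 9.63 ± 1.67. C330006A16Rik had 22.5 ± 2.95 and Gm26593 7.05 ± 2.62 FPKM, and neither differed between strains in limma's F test (adjusted p = 0.077 and 0.22). Other markers of Table 4 had mean levels of 30.0 FPKM for Aqp4, 120.2 for Slc1a3, 16.8 for Aldh1l1, 39.6 for Vegfa, 99.4 for Cx3cl1, 9.50 for Insr and 4.74 for Foxo1. Over strain means, Tuba1b had an r of 0.406 with the log2 number of mapped reads, and 487 genes had an absolute r of at least 0.3 with it.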
